# MAF1 is a chronic repressor of RNA polymerase III transcription in the mouse

**DOI:** 10.1038/s41598-020-68665-0

**Published:** 2020-07-20

**Authors:** Nicolas Bonhoure, Viviane Praz, Robyn D. Moir, Gilles Willemin, François Mange, Catherine Moret, Ian M. Willis, Nouria Hernandez

**Keywords:** Bioinformatics, Mouse, Chromatin immunoprecipitation, Genome-wide analysis of gene expression, Gene ontology, Gene expression, Small RNAs, Transcription, Translation, tRNAs

## Abstract

*Maf1*^*−/−*^ mice are lean, obesity-resistant and metabolically inefficient. Their increased energy expenditure is thought to be driven by a futile RNA cycle that reprograms metabolism to meet an increased demand for nucleotides stemming from the deregulation of RNA polymerase (pol) III transcription. Metabolic changes consistent with this model have been reported in both fasted and refed mice, however the impact of the fasting-refeeding-cycle on pol III function has not been examined. Here we show that changes in pol III occupancy in the liver of fasted versus refed wild-type mice are largely confined to low and intermediate occupancy genes; high occupancy genes are unchanged. However, in *Maf1*^*−/−*^ mice, pol III occupancy of the vast majority of active loci in liver and the levels of specific precursor tRNAs in this tissue and other organs are higher than wild-type in both fasted and refed conditions. Thus, MAF1 functions as a chronic repressor of active pol III loci and can modulate transcription under different conditions. Our findings support the futile RNA cycle hypothesis, elaborate the mechanism of pol III repression by MAF1 and demonstrate a modest effect of MAF1 on global translation via reduced mRNA levels and translation efficiencies for several ribosomal proteins.

## Introduction

The synthesis of the translational apparatus is energetically costly and, consequently, subject to tight regulation (see^1^ and references therein). For example, the activities of both pol I and III are controlled in response to nutrient availability^2–6^. In the case of pol III, this control is exerted largely by the MAF1 protein, which constitutes its main repressor^7^. In yeast, under favorable growth conditions, phosphorylation of Maf1 in a TOR complex 1—(TORC1) and protein kinase A-dependent manner inhibits its interaction with pol III and results in its nuclear exclusion^4,5^. Upon nutrient deprivation or stresses like DNA damage, TORC1 is inactivated, Maf1 becomes dephosphorylated and shuttles into the nucleus where it represses pol III transcription. In mammalian cells, mTORC1 directly phosphorylates MAF1 on three residues (S60, S68, and S75)^8^. Following serum deprivation, MAF1 undergoes dephosphorylation, increasingly targets pol III genes as determined by DamIP-seq, and represses pol III transcription^9,10^.

Mice lacking *Maf1* are viable and fertile. They are slightly smaller and leaner than their wild-type (WT) counterparts, and they are resistant to diet-induced obesity and non-alcoholic fatty liver disease^11^. This is due in part to reduced food intake but also to reduced metabolic efficiency. *Maf1*^*−/−*^ mice display increased energy expenditure throughout the diurnal cycle even though they are not physically more active than WT mice^11^. Studies with fasted mice revealed elevated pol III transcription and precursor tRNA levels in the liver and numerous others tissues (~ 3 to 9 fold changes in precursor tRNAs) but no change in total tRNA or mature tRNA levels. These and other findings led to the proposal of a futile RNA cycle to account for the lean phenotype and wasteful use of metabolic energy in *Maf1*^*−/−*^ mice ^11^. A key feature of this hypothesis is the existence of a homeostatic mechanism for pol III transcripts, most notably mature tRNAs, that keeps their cellular levels largely constant when pol III transcription is increased by deletion of *Maf1*. Important predictions of the futile RNA cycle hypothesis have recently been confirmed by targeted metabolomics^12^. The findings include changes in liver metabolites involved in de novo nucleotide synthesis and RNA turnover and changes in pyruvate and acetyl CoA at the interface of glycolysis and the TCA cycle. In the context of a mouse model of increased energy demand, these findings are further supported by increased lipolysis in white adipose tissue (WAT) and increased autophagy/lipophagy in the liver, processes that together provide TCA cycle substrates for enhanced energy metabolism^13^. Metabolomic support for changes in these processes has also be obtained: the levels of many amino acids are increased in liver and skeletal muscle and changes in acyl carnitine levels are consistent with increased oxidation of fatty acids^11,12^. Importantly, while a futile RNA cycle may be the main driver of energy expenditure in *Maf1*^*−/−*^ mice, other energy costs coming from enhanced cycling of hepatic lipids and increased activity of the urea cycle are likely incurred indirectly and contribute to the overall energy budget^11,12^. Consistent with energy expenditure being higher in *Maf1*^*−/−*^ mice at night (i.e. when mice are actively feeding), changes in amino acid and fatty acid metabolism are more pronounced in refed versus fasted animals^12^. Thus, somewhat counterintuitively (since MAF1 function is inhibited by nutrient signaling), futile RNA cycling is likely to be higher in the refed state. This issue has yet to be examined.

The smaller size and the lean phenotype of *Maf1*^−/−^ mice is notably different from the phenotypes observed following perturbations of MAF1 expression in *D. melanogaster*^14^ and *C. elegans*^15^. In the fly, a decrease in MAF1 levels leads to increased larvae volume, and deletion of *Maf1* specifically in the fat body of fly larvae increases mature tRNA levels, which in turn leads to increased translation. In *C. elegans*, increasing or decreasing MAF1 levels causes reciprocal changes in body area. Strikingly, in worms and in cultured mammalian cells, perturbation of MAF1 levels correlates with changes in > 1,000 mRNAs^15,16^. Common effects of MAF1 on the expression of fatty acid synthase (*Fasn*) and acetyl CoA carboxylase alpha (Acaca) have been found in worms and mammalian cells and is correlated with changes in fat accumulation^15,17^. Additionally, recent work indicates that MAF1 is important for the normal function of mouse embryonic stem cells and in cell fate determination. Specifically, loss of MAF1 was shown to impair adipogenesis^16^. In previous studies we profiled the pol II transcriptome in white adipose tissue of WT and *Maf1*^−/−^ mice and found no significant differences^11^. However, the studies noted above suggest that a wider examination of the effect of MAF1 on mouse gene expression is warranted.

In this study, we used wild-type and *Maf1*^−/−^ mice to examine the role of MAF1 in pol III transcription during the fasting-feeding cycle. We found that pol III occupancy in the liver of WT mice increases during the fasted to refed transition but this response is limited to mostly low and intermediate occupancy genes; high occupancy genes are essentially unchanged. Similar findings involving overlapping subsets of stable and changing genes are seen following a partial hepatectomy^18^. In contrast, in *Maf1*^*−/−*^ mice, pol III occupancy was increased for the majority of active loci in liver, regardless of their occupancy level, and the levels of specific precursor tRNAs in this tissue and in other organs are higher than wild-type in both fasted and refed conditions. Thus, MAF1 keeps pol III transcription in check in different metabolic states. We also report changes in the pol II transcriptome in refed liver and a modest reduction in global translation in the refed state that reflects decreased mRNA levels and/or translation efficiencies of certain ribosomal proteins.

## Results

### Fasting and refeeding affects pol III occupancy in mouse liver

In response to feeding and fasting, mammalian metabolism switches between the utilization of carbohydrates and that of fats as principal metabolic fuels to maintain glucose homeostasis and cellular function. In the process, changes in hormonal and nutrient signalling lead to extensive reprogramming of gene expression in many tissues, especially the liver^19^. Changes in nutrient signalling have been shown to impact pol III gene regulation in lower eukaryotes, invertebrates and in cultured mammalian cells^10,20^. However, a detailed study of the effect of fasting and refeeding on pol III transcription in mice has not been reported. To assess this, we first measured genome-wide pol III occupancy by chromatin immunoprecipitation and high throughput sequencing (ChIP-seq) as a proxy for pol III transcription^9,21^. We compared liver samples from wild-type mice fasted for 8 h with samples from mice that had been fasted and refed for 4 h. As expected, the median pol III occupancy score decreased after fasting (Fig. 1A). However, this result primarily reflected lower scores for genes in the bottom three quintiles (yellow, light-green, and dark-green dots) (Fig. 1A). Genes scoring in the top two quintiles generally remained highly occupied after fasting. Limma analysis found more than 100 loci with significantly lower occupancy scores after fasting (Fig. 1B, red dots); these included nearly all 5S genes as well as many tRNA genes and SINEs. In contrast, the 4.5S genes, pol III genes with type 3 promoters including the expressed selenocysteine tRNA gene, and a subset of tRNA genes encompassing all amino acid isotypes were similarly occupied in both conditions (Fig. 1B, black dots, see SI Tables S1, S2). The preceding observations and parallel findings in serum starved human fibroblasts^9^ indicate that active pol III loci can be partitioned into two groups based on pol III occupancy; one that is sensitive to nutrient signals and one that is not very sensitive to these signals.

**Figure 1:**
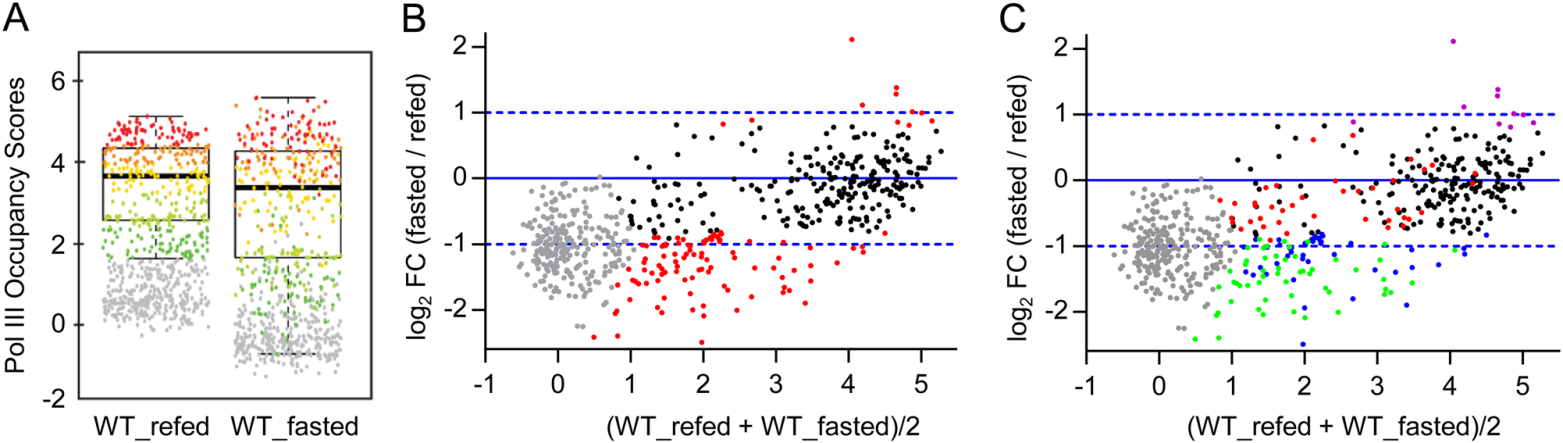
Altered pol III occupancy in livers from fasted and refed WT mice. (**A**) Average pol III occupancy scores, Log2(IP/input), for two replicate ChIP-seq experiments performed with pooled liver samples from three wild-type mice fasted for 8 h or fasted for 8 h and refed for 4 h. Each dot corresponds to a pol III locus and is colored according to its score quantile in the WT_Refed sample. (**B**) MvA plot showing the average occupancy scores in refed and fasted conditions (x-axis) and the log2 fold change (fasted/refed) between these conditions (y-axis). Red dots, loci with significant changes by limma analysis (adj. p value < 0.01); black dots, pol III loci with scores above the cut-off in at least one sample that were not significant by limma analysis (adj. p value ≥ 0.01), grey dots, pol III loci with scores below the cut-off in both samples. See SI Table S2 for corresponding scores and limma analysis. (**C**) Color mapping of pol III occupancy relationships between nutritional and proliferative signaling responses. The fasting/refeeding data in panel B are colored based on the fold change in occupancy scores before and 36 h after partial hepatectomy (PH)^18^. Black dots, no occupancy change upon feeding/fasting or PH; green dots, reciprocal changes in pol III occupancy upon feeding/fasting and PH; red dots, genes with higher sensitivity to PH than to feeding; blue and magenta dots, genes with higher sensitivity to feeding than to PH.

Genome-wide changes in pol III occupancy have recently been reported in mouse liver following partial hepatectomy (PH)^18^. This treatment results in the synchronous entry of hepatocytes into the cell cycle during liver regeneration. We therefore explored possible relationships between genes whose pol III occupancy changed, or not, in response to nutritional versus proliferative signals. We found significant overlap between the changing and stably occupied genes under both conditions: (1) of the 212 high occupancy genes in the PH dataset (average occupancy score > 3.5, see Table S4 in Ref.^18^), 197 were not significantly changed by PH. Of these, 90% (177 genes) were also not significantly changed upon fasting (Fig. 1C, black dots). Thus, pol III occupancy of these genes is stable in the face of changing nutritional and proliferative signals. (ii) Of the 143 genes with significantly increased occupancy after PH, 55 genes showed a reciprocal response upon fasting (Fig. 1C, green dots), demonstrating that these genes are sensitive to both nutritional and proliferative signals. The responses of other genes in the feeding/fasting and PH datasets suggest differential sensitivities to the respective signals: among the genes with significantly higher occupancy after PH were 40 genes with low to medium occupancy scores that were unchanged upon fasting (Fig. 1C, red dots). These genes appear to be more responsive to proliferative than nutritional signals. Conversely, 61 genes with significantly lower pol III occupancy after fasting were unchanged after PH (Fig. 1C, blue dots). This group contained 30 out of 34 active 5S rRNA genes suggesting more robust pol III control of ribosome synthesis by nutrients than by PH. Overall these data indicate that pol III occupancy in wild-type mouse liver can be stable or vary depending on the gene and on cell physiology.

### Higher pol III occupancy in ***Maf1***^−/−^ mouse liver

We next determined the contribution of MAF1 to pol III occupancy in the fasting and refeeding regime. Out of 480 loci bound by pol III in WT or *Maf1*^−/−^ mouse liver in either condition, 425 loci showed significant occupancy differences between WT and *Maf1*^−/−^ samples: 257 showed higher pol III occupancy in the knockout in both the refed and the fasted state, only 25 loci were more highly occupied only under the fasted condition, and 143 were more highly occupied only under the refed condition (Fig. 2A). In addition, the score differences between WT and *Maf1*^−/−^ samples were larger in the refed condition than in the fasted condition (Fig. 2B,C, SI Tables S3, S4). These data suggest that MAF1 represses pol III transcription in both fasted and refed conditions, and show that remarkably, the quantitative effect of its deletion is more pronounced in the refed state. Accordingly, in *Maf1*^−/−^ mice, pol III occupancy scores were significantly decreased in fasted relative to refed conditions (Fig. 2D; SI Table S5). These findings are consistent with our previous observation that MAF1 represses pol III occupancy of its target genes in cultured human fibroblasts under both repressive serum-starved conditions and favorable serum-replete conditions^9^. Moreover, the data suggest the existence of MAF1-independent mechanisms that regulate pol III occupancy in mouse liver during the fasting-feeding cycle.

**Figure 2:**
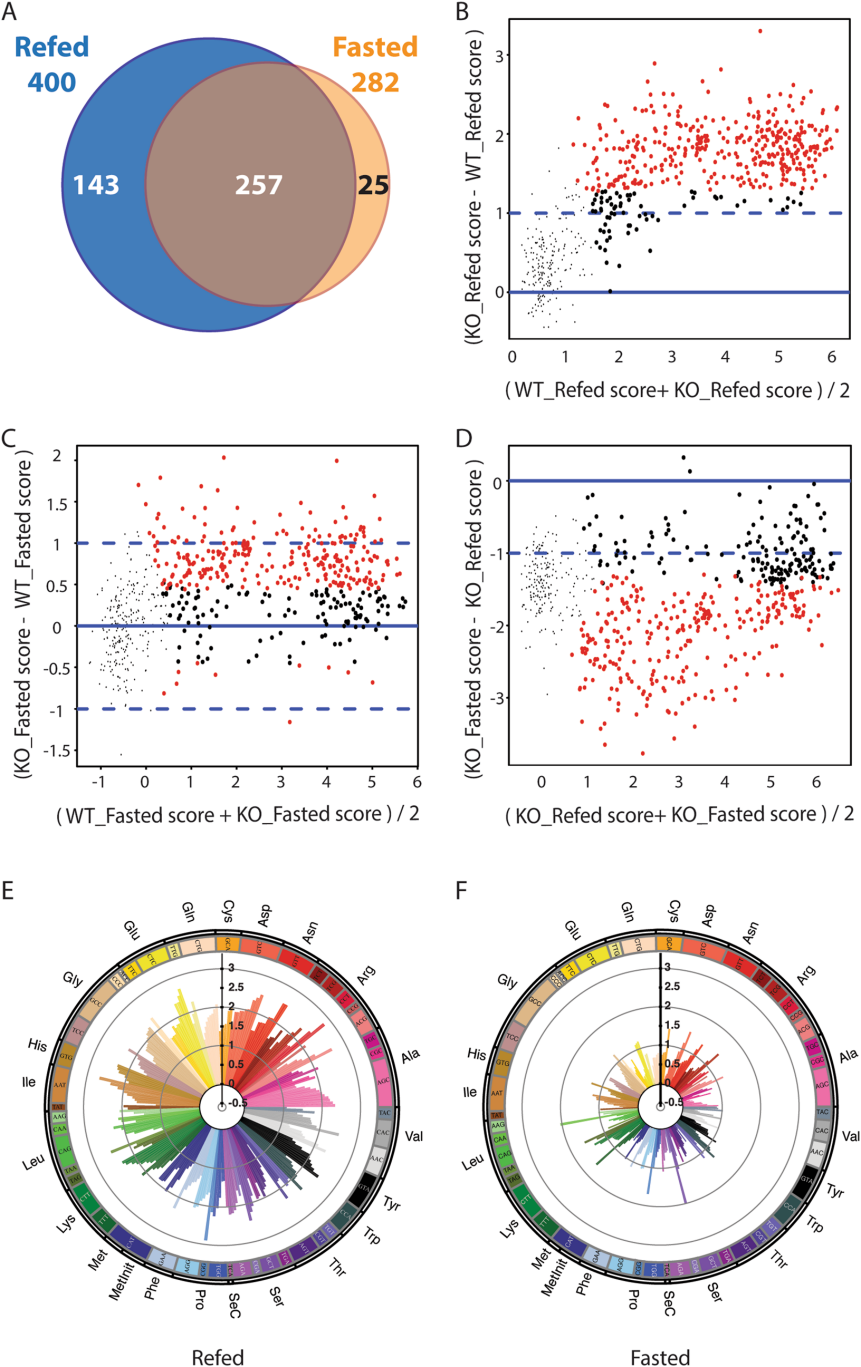
Differential effects of *Maf1* loss on pol III occupancy in mouse liver upon fasting and refeeding. (**A**) Venn diagram (generated in Excel) showing the number of pol III loci with significantly higher pol III occupancy in *Maf1*^−/−^ versus WT liver samples in the fed or fasted condition (adj. p value ≤ 0.01). (**B**) MvA plot comparing liver samples from refed WT and *Maf1*^−/−^ mice. Red dots, loci with significant changes by limma analysis (adj. p value < 0.01); large black dots, pol III loci with scores above the cut-off in at least one sample that were not significant by limma analysis (adj. p value ≥ 0.01), small black dots, pol III loci with scores below the cut-off in both samples. See SI Table S3 for scores and limma analysis. (**C**) MvA plot comparing liver samples from fasted WT and *Maf1*^−/−^ mice. Dots are colored as in panel (**B**). See SI Table S4 for scores and limma analysis. (**D**) MvA plot comparing liver samples from refed and fasted *Maf1*^−/−^ mice. Dots are colored as in panel (**B**). See SI Table S5 for scores and limma analysis. (**E**) Circular plot indicating the positive pol III occupancy score ratios (*Maf1*^−/−^ versus WT) for each annotated tRNA gene occupied in at least one sample in the refed condition. (The few genes with negative scores are not shown to avoid compression of the fold change scale). (**F**) As in panel (**E**) but for the fasted condition. Panels (**E**,**F**) are SVG images (https://www.w3.org/2000/svg) generated via in-house perl scripts "isoacceptor_perl" and "isotype_perl" (see Supplementary Information) and based on the RPC4 occupancy scores listed in SI Table S1.

The 257 loci whose occupancy was higher in the *Maf1*^−/−^ samples under both fasted and refed conditions included most Rn5s (5S) genes, three Rn4.5s (4.5S) genes and several genes with diverse functions (“other pol III genes” in SI Tables S1–S5, specifically Rny1, RnU6atac, RnU6, Rmrp, and Rn7sl genes), about 30 SINEs and 172 tRNA genes, i.e. 60% of the 288 tRNA genes occupied in at least one genotype and one condition. Most Rn4.5s genes and 92 tRNA genes showed increased pol III occupancy in the *Maf1*^−/−^ samples specifically in the refed condition. Given the potential for differential tRNA gene expression to affect translation, we examined positive score differences in *Maf1*^−/−^ versus WT liver for all occupied tRNA genes and organized these data by isoacceptors (Fig. 2E,F) and isotypes (SI Fig. S1C,D). The score differences were generally larger in the refed state (Fig. 2F), consistent with the results above, but varied from gene to gene within each isoacceptor class. We then compared the cumulative scores for all tRNA genes for each of the 22 isotype classes (tRNA^Met^ genes were considered separately from tRNAi^Met^ genes) and found that the increase in pol III occupancy associated with the absence of MAF1 was general; the various isotypes remained in the same quartile in the *Maf1*^−/−^ samples, both under refed and fasted conditions (**SI Fig. S1A,B). However, isotypes in the more occupied quantiles displayed somewhat larger differences in pol III occupancy than less occupied quantiles, as shown in SI Fig. S1C,D, where isotypes were ordered according to their occupancy scores in the WT samples. This effect was especially marked in the refed samples (SI Fig. S1C), and was also noticeable with scores cumulated by isoacceptors rather than by isotypes (SI Fig. S1E,F). Thus, for tRNA genes occupied by pol III in WT or *Maf1*^−/−^ liver in either condition, the absence of MAF1 results generally in higher pol III occupancy. In contrast, many of the annotated tRNA genes that were unoccupied by pol III in WT liver (198 out of 433 annotated tRNA genes) remained so in the *Maf1*^−/−^ liver samples (148 out of 433), confirming that as in human IMR90Tert cells^9^, transcription from a large percentage of tRNA genes is stably repressed.

### ***Maf1***^−/−^ mice have higher levels of pre-tRNAs in fasted and refed conditions

Previous studies with fasted *Maf1*^−/−^ liver found increased pol III occupancy and precursor tRNA levels but no significant change in mature tRNA levels^11,22^. To determine whether or how these findings might change given the greater effect of MAF1 on pol III occupancy after refeeding, we examined the levels of several intron- and non-intron-containing precursor tRNAs and mature tRNAs in liver and various other tissues from fasted and refed mice by northern analysis. Comparing *Maf1*^−/−^ and WT liver samples, intron-containing pre-tRNA^Ile^-TAT, pre-tRNA^Leu^-CAA and pre-tRNA^Tyr^-GTA increased from ~ 30 to 80% in the fed *Maf1*^−/−^ samples (Fig. 3A, left panel; Fig. 3C). In contrast, the levels of the corresponding mature tRNAs were unchanged (Fig. 3A, left panel; Fig. 3D). Similar increases of 32% and 54% were observed for the non-intron-containing precursors, pre-tRNA^Ser^-CGA and pre-tRNA^His^-GTG, in the fed *Maf1*^−/−^ samples and the corresponding mature tRNAs along with mature tRNA^Glu^-CTC and tRNA^Leu^-AAG were again unchanged (Fig. 3A, left panel; Fig. 3D). Curiously, the overall magnitude of effect of *Maf1*^*−/−*^ on the five precursor tRNAs was considerably lower in refed liver than in fasted liver where northern analysis measured three-fold changes for the same intron-containing pre-tRNAs (Fig. 3B)^11^, an observation that does not correlate with the higher pol III occupancy on these genes in the refed state in this tissue (SI Table S1). In contrast to the less than two-fold changes for precursor tRNAs in refed liver, all other tissues from *Maf1*^*−/−*^ mice showed robust increases in precursor tRNA levels in both fasted and refed conditions (Fig. 3A, right panel; Fig. 3B) while in WT tissues, precursor tRNA levels were uniformly reduced upon fasting. Thus, pol III occupancy and RNA analyses indicate that fasting and refeeding affect pol III transcription in WT animals, although the magnitude of the effect varies in different tissues, and that *Maf1*^−/−^ animals have higher pol III occupancy and transcription in both the fasted and refed conditions as compared to WT animals. Accordingly, MAF1 functions to limit pol III transcription in both fasted and refed conditions.

**Figure 3:**
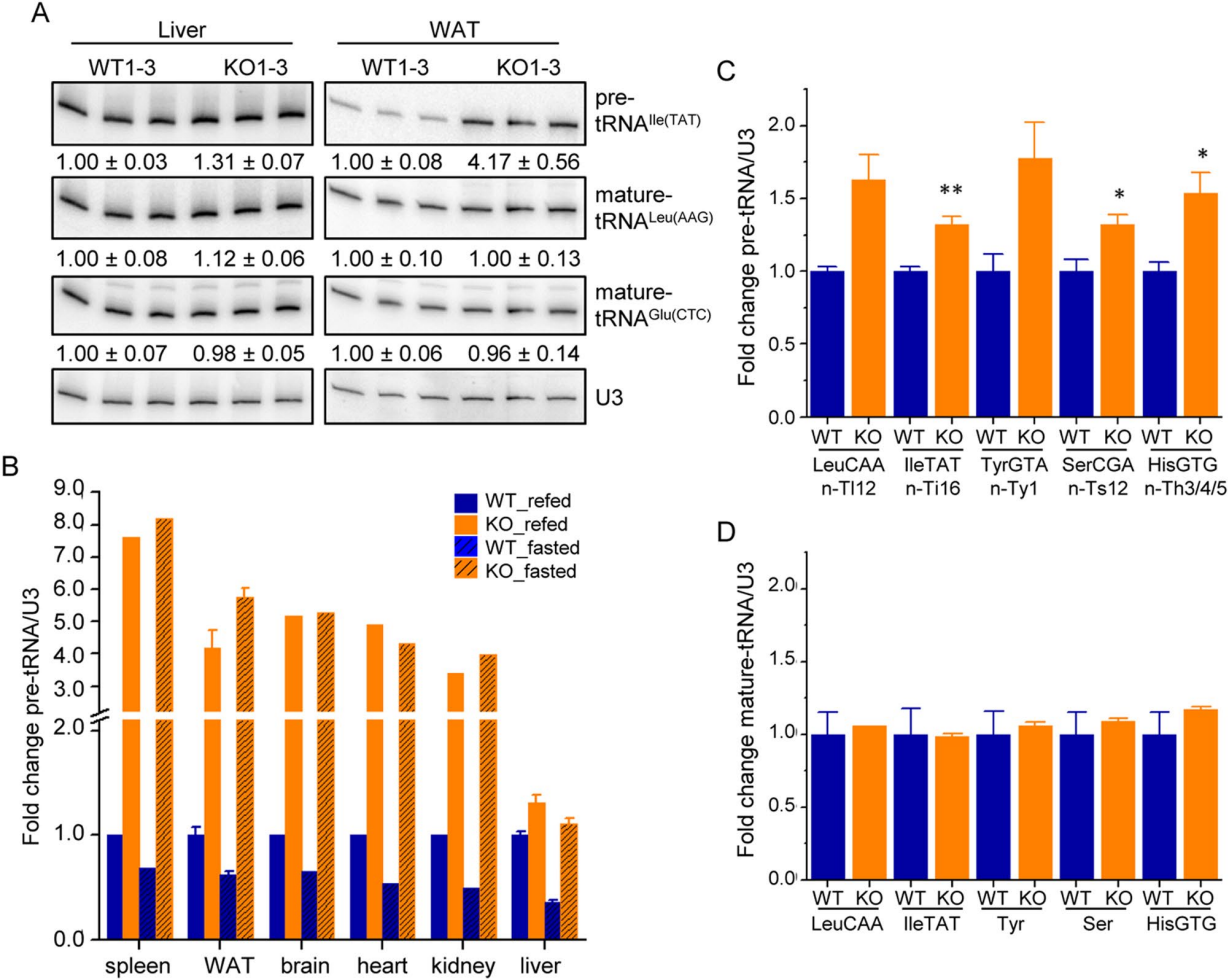
*Maf1*^−/−^ mice have higher levels of pre-tRNAs in refed and fasted conditions. (**A**) Northern blot analysis of liver and WAT mature-length and precursor tRNAs in 4 h refed conditions. The intensity of each band was quantified and the mean values and standard errors (SEM) for the WT and *Maf1*^−/−^ independent biological replicates are indicated below each panel. Small nucleolar RNA U3 was used as a loading control. Note that all blots represent contiguous panels from the same gels. The images have been cropped at the top and the bottom to frame the relevant region for presentation. (**B**) Northern blot analyses of pre-tRNA^Ile^-TAT (locus n-Ti16, see SI Table S1) in the indicated tissues from 4 h refed or 16 h fasted WT and *Maf1*^−/−^ mice. The fold change in pre-tRNA normalized to U3 snRNA was expressed relative to the mean WT refed value for each tissue. WT and *Maf1*^−/−^ are represented by blue and orange columns, respectively, with solid colors reporting refed values and solid colors with cross-hatching reporting fasted values. Northern blot analyses of normalized pre-tRNAs (**C**) and mature tRNAs (**D**) in refed liver samples (WT n = 3, KO n = 4) were expressed relative to the mean value for WT (± SEM). For panel (**C**), p values (Student’s standard t test) are: pre-tRNA^Leu^ 0.07; pre-tRNA^Ile^ 0.007; pre-tRNA^Tyr^ 0.052; pre-tRNA^Ser^ 0.03 and pre-tRNA^His^ 0.025 and are indicated as *< 0.05 and **< 0.01. Abbreviated locus information is annotated underneath each pre-tRNA, as listed in SI Table S1, column C.

### Analysis of the Pol II transcriptome in ***Maf1***^***−/−***^ liver

Several studies have reported that perturbing Maf1 function by overexpression or knockdown affects the expression of certain genes transcribed by RNA polymerase II (reviewed in^13^). In contrast, RNA-seq analysis of WAT from fasted wild-type and *Maf1*^−/−^ mice did not identify any significantly affected genes^11^. To examine this question in refed liver, we generated libraries for high throughput sequencing from multiple independent WT (n = 7) and *Maf1*^−/−^ (n = 5) samples. 

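In these 12 livers *Maf1* had 254 to 534 reads in the WT libraries and 5 to 52 reads in the *Maf1*-/- libraries, and each library comes from 1 mouse, fasted overnight and refed for 4 h. The libraries were made from total RNA of perfused liver, with a kit for removal of ribosomal and globin RNA. The values analysed here are the authors' log2 values of 13304 genes. Although their label reads RPKM, they return whole reads plus 0.5 over a scaled library size, without division by gene length, so levels of genes of different length cannot be compared. The libraries hold 35003720 to 55787438 reads in these genes (median 41295043) in WT and 34709661 to 41931441 (median 38637056) in *Maf1*-/- liver. GC-rich genes ran higher in most WT than in *Maf1*-/- libraries, with a slope of 0.16 ± 0.33 log2 units per 10 points of GC (SD, n = 7) against −0.23 ± 0.26 (SD, n = 5; exact p = 0.057 over 792 divisions). The library WT 2 had a slope of −0.57, against 0.14 to 0.35 in the other WT libraries, and its genes correlated with those of the *Maf1*-/- libraries at a mean Spearman rho of 0.983 and with those of the other WT libraries at 0.960. Fold changes below are *Maf1*-/- over WT from limma, with p adjusted over all genes.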

After normalization for sequencing depth, read count data were scaled using TMM normalization and estimates of mean–variance (limma voom) and technical variation (RUVSeq) were computed for differential expression analysis with limma (see “Materials and methods”). Moderated t tests were then performed on the expression profiles and a cut-off on both the adjusted p value (< 0.01) and the fold change (> log2 |0.5|) was used to select differentially expressed genes. This procedure identified 12,056 expressed genes, 937 of which met the criteria for differential expression (Fig. 4A,C, SI Table S6). 

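Across 13304 genes, *Maf1* was lower and *Gm35339* higher at an adjusted p under 0.01 and an absolute log2 fold change above 0.5 in limma without factors of unwanted variation. No other gene passed, while 3069 had an unadjusted p under 0.05. Without the library WT 2, 904 genes passed (695 lower), and with library weights 2019 passed. With 1 factor of unwanted variation taken from the residuals, 1076 genes passed, 539 of them among the 937 of Table S6. Such a factor leaves each fold change as it was and reduces the spread around it. It is drawn from the same values. In simulated data with the GC trend of the libraries and 1/3 of the spread of single genes, it gave 411 false calls, against 4 without. Of 100 divisions of the libraries, the true one included, 7 gave 1076 genes or more with it. Without factors, 900 genes of Table S6 were found by Ensembl identifier, 898 of these had the sign given there, and the log2 fold changes correlated at r = 0.94 over the genes. Of these genes 594 had an unadjusted p under 0.05. Genes whose 7 WT values all lay above the 5 *Maf1*-/- values numbered 27, and 51 had the reverse order, where 33.6 in all would be met by chance.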

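In the 1-factor fit 913 genes were lower and 163 higher, 84.9% lower, while after centring each library on its median the same fit had 596 lower and 500 higher genes (54.4% lower). Genes lower in Table S6 were GC-rich, with a median of 58.0% GC (804 genes), and those higher were GC-poor, at 40.0% (81 genes), against 49.5% over 12482 genes. In 10 bins of genes by GC the median log2 fold change was 0.26 in the lowest bin and −0.53 in the highest. Over all genes with a GC content the fold change ran with GC at rho = −0.69. The 3 highest bins held 92.1% of the genes that were lower with 1 factor and the 3 lowest held 86.3% of those that were higher. After each library was corrected for GC content and gene length, the median log2 fold change of the Table S6 genes went from −0.63 to −0.20 for the lower genes and from 0.46 to 0.24 for the higher genes. In WT 2 the lower genes lay at a median of −1.30 from the mean of the other WT libraries.

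**Figure D1:**
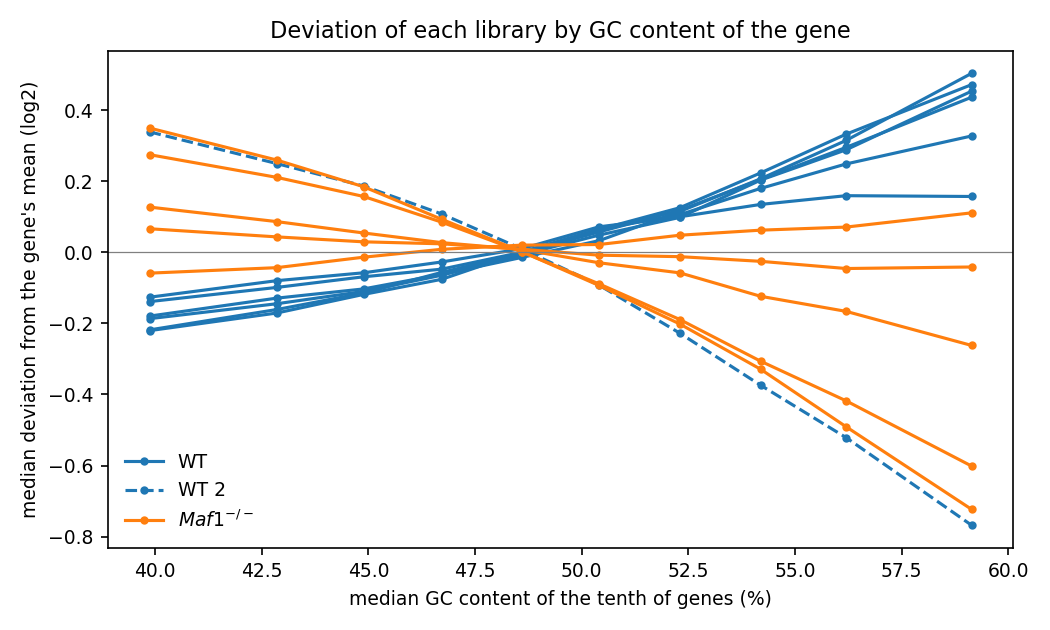
Median deviation from each gene's mean log2 value in 10 bins of genes by GC content, 1 line per library (WT, n = 7; *Maf1*-/-, n = 5).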

The vast majority of these genes (89%) were downregulated in the *Maf1*^−/−^ samples. This asymmetric distribution was even more extreme at higher stringency cut-offs; 98% of 204 differentially expressed genes were downregulated at adjusted p values < 0.001 (SI Table S6). 

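At an adjusted p under 0.001, *Maf1* and *Gm35339* again were the only genes without factors, and 284 genes passed with 1 factor, 255 of them lower (89.8%). After median centring 238 passed, 59.2% of them lower. With the correction for GC content and gene length and 1 factor, no gene passed by limma at 0.001, and 95 passed at 0.01, 55.8% of them lower, with 3537 at an unadjusted p under 0.05.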

To determine whether differential gene expression was independent of the average level of expression of each gene, i.e. if genes with high or low levels of expression were affected similarly, a reverse cumulative frequency was computed for the set of 937 genes. 

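Among the 900 genes of Table S6 the median log2 fold change was −0.63 in the 300 with the lowest WT levels, −0.61 in the middle 300 and −0.57 in the highest 300, with 248, 274 and 283 genes below 0. After the correction for GC content and gene length the medians were −0.18, −0.17 and −0.18. Median GC in these groups was 58.2%, 57.9% and 57.1%. The distributions of the WT and *Maf1*-/- levels of these genes lay apart by a Kolmogorov-Smirnov distance of 0.143. The ranking is by values not divided by gene length, so a long gene ranks higher than a short one with as many transcripts. These genes were chosen in the study on the same samples, so their direction here is no independent evidence.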

The expression of these genes was modestly lower in the liver of *Maf1*^−/−^ mice regardless of whether they were expressed at low or high levels (Fig. 4B). 

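*Maf1* was lower by 27.8-fold, at 3.36 ± 0.35 in WT and −1.43 ± 1.27 in *Maf1*-/- liver (log2 ± SD, n = 7 and 5), a log2 fold change of −4.79 (SE 0.44, adjusted p = 6.0e-04). *Gm35339* was higher by 36.8-fold, at 0.42 ± 0.41 in WT and 5.62 ± 0.35 in *Maf1*-/- liver, a log2 fold change of 5.20 (SE 0.21, adjusted p = 5.4e-08). With 1 added to each value before the logarithm *Maf1* was lower by 7.75-fold and passed. It did not pass with the replicate number as a block, with or without the GC correction, both planned settings. The blocked fits leave out WT 6 and WT 7, which have no *Maf1*-/- library of the same number, so they rest on fewer libraries. Nor did *Maf1* pass with the GC slope of the libraries as a covariate, a setting chosen after the values were seen. In these settings without a call its log2 fold change moved little. Every WT value of either gene lay on one side of every *Maf1*-/- value (exact p = 0.0013, the smallest possible with 7 and 5 libraries). *Gm35339* had 31 to 80 reads in the WT libraries and 1406 to 2440 in the *Maf1*-/- libraries. In WT 2 *Maf1* lay at 2.64, below the other WT libraries (3.22 to 3.69) and above every *Maf1*-/- library (0.49 at most).

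**Figure D2:**
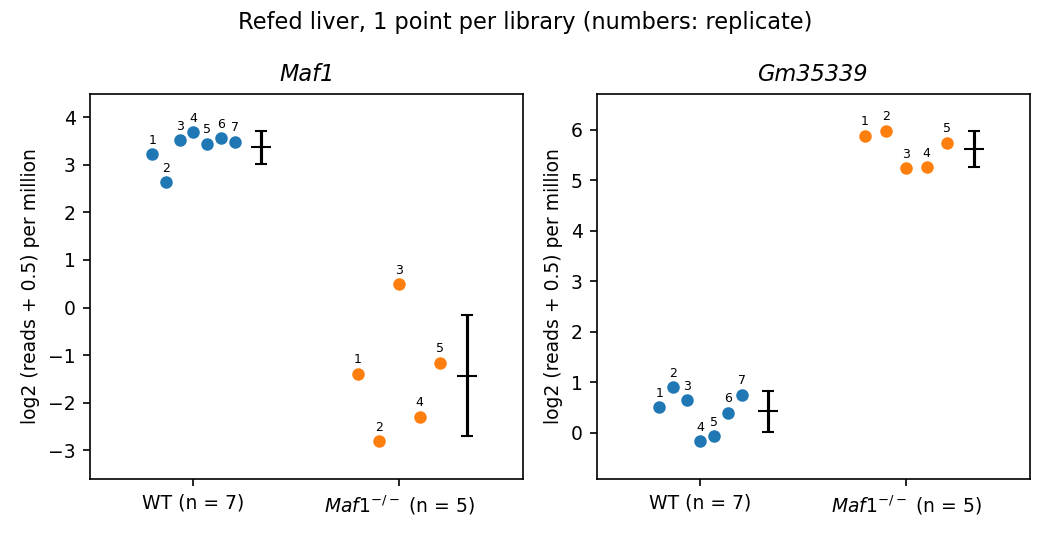
*Maf1* and *Gm35339* log2 values in each library, with means and SD (WT, n = 7; *Maf1*-/-, n = 5).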

The genes that showed the highest difference in mRNA accumulation between WT and *Maf1*^−/−^ mice were, as expected, *Maf1* (> 30-fold decrease) and, more surprisingly, *Gm35339* (> 30-fold increase, Fig. 4C, SI Table S6). 

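*Gm35339* starts 91 bases past the end of *Maf1* on chromosome 15, on the same strand, at 76354472 to 76363795 against 76351294 to 76354380 (GRCm38). Among 35 measured genes listed around *Maf1*, *Gm35339* included, *Adck5*, a mitochondrial kinase-like protein, had a log2 fold change of −1.01 (SE 0.24, adjusted p = 0.19), *Slc52a2*, a riboflavin transporter, −0.84 (SE 0.27) and *Mroh1*, of the maestro heat-like repeat family, −1.05 (SE 0.34). *Gm35339* alone passed in this list, over all genes and adjusted over the list alone, and 18 had an unadjusted p under 0.05. Among all 13304 genes 3069 did. With 1 factor of unwanted variation 14 were lower, without WT 2 and no factor 11, and with 1 factor after the GC and length correction 1. The list was lower than other genes by camera (adjusted p = 0.0014, and 0.95 with an estimated correlation), with a median log2 fold change of −0.46. Its 34 members with a known GC content had a median of 57.6% GC, and after correction for GC content and gene length the median log2 fold change was −0.04 and the list was at an adjusted p of 0.29 by camera. Table S6 holds 16 of these genes, so the list is not independent of it.

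**Figure D3:**
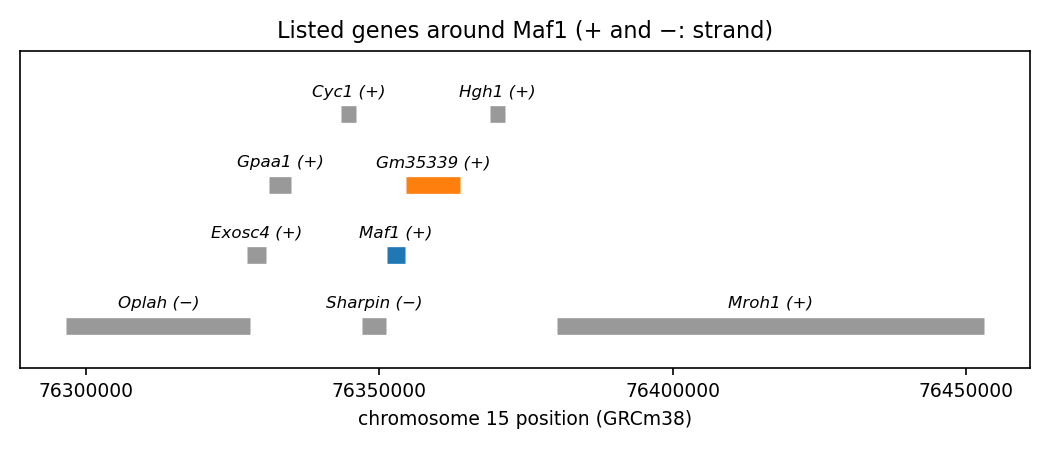
Listed genes around *Maf1* on mouse chromosome 15 (GRCm38), with their strands; *Maf1* in blue, *Gm35339* in orange.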

*Gm35339* is located immediately downstream of *Maf1* and is predicted to encode a WD40 repeat protein of unknown function. Overexpression of this gene could conceivably contribute to some of the phenotypes observed in *Maf1*^−/−^ mice described below. However, a role for *Gm35339* in obesity resistance is unlikely since two MAF1-null lines bearing different indels created by a targeted zinc finger nuclease do not have elevated levels of *Gm35339* transcripts yet resist weight gain on a high fat diet like *Maf1*^−/−^ mice^11,23^.

**Figure 4:**
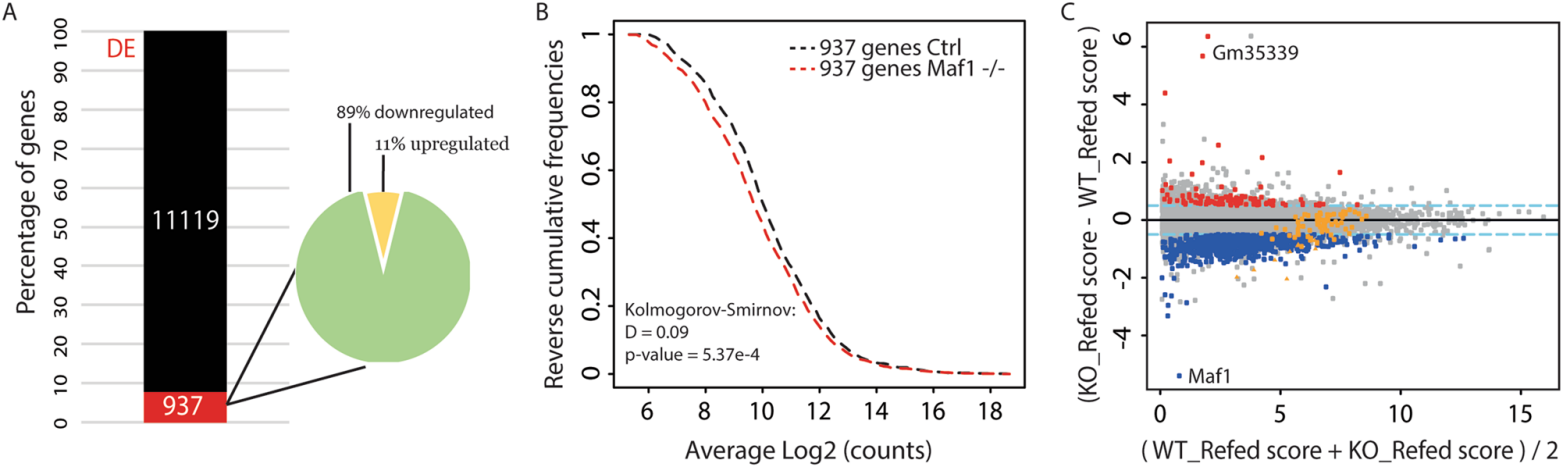
Changes to the Pol II transcriptome in fed liver from *Maf1*^−/−^ mice. (**A**) Representation of differentially expressed (DE, red) and unaffected (black) transcripts quantified by RNA-seq. The Venn diagram indicates the distribution of up- and down-regulated genes. (**B**) Relative reverse cumulative frequency plots are shown for the 937 differentially expressed genes in WT and *Maf1*^−/−^ samples. A Kolmogorov–Smirnov test was performed using the WT sample as the reference. (**C**) MvA plot representing the mean of the scores (log2(counts)) obtained in the WT and *Maf1*^−/−^ samples on the x-axis and the log2 fold change (*Maf1*^−/−^/WT) on the y-axis. Red and blue dots correspond to the set of 937 genes with adj. p values < 0.01 and fold change > log2 |0.5| (dotted blue lines). Orange symbols show ribosomal protein genes that were significantly (triangles) or not significantly (dots) changed.

Gene ontology (GO) analysis of the differentially expressed transcripts identified a family of enriched GO bioprocess terms involving various aspects of lipid metabolism, storage and transport that relate to the lean phenotype of *Maf1*^−/−^ mice including previously reported changes in lipid droplets, liver triglyceride levels, lipolysis and fatty acid metabolism (SI Table S7)^11,12^. Additionally, consistent with the bias towards gene down-regulation, numerous GO terms involving gene transcription and its negative regulation were recovered (SI Table S7). 

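Among genes of lipid metabolism, *Cyp7a1*, which begins bile acid synthesis, had a level of 7.31 ± 0.73 in WT and 8.80 ± 0.52 in *Maf1*-/- liver (log2 ± SD, n = 7 and 5), a log2 fold change of 1.49 (SE 0.35, adjusted p = 0.19), and *Nr0b2*, a nuclear receptor that represses it, one of −1.39 (SE 0.37). *Cidec*, which enlarges lipid droplets, was at −1.24 (SE 0.33), *Plin5*, a coat protein of lipid droplets, at −0.73 (SE 0.23) and *Ehhadh*, of peroxisomal fatty acid oxidation, at −0.75 (SE 0.20). None of them passed in limma over all genes or adjusted over its list alone, and with 1 factor of unwanted variation the adjusted p was 0.0020 for *Cyp7a1*, 0.0055 for *Nr0b2* and 4.0e-04 for *Plin5*. With 1 factor 3 genes of bile acid synthesis, 4 of lipid droplets and 6 of fatty acid oxidation passed, and after the GC and length correction as well 0, 0 and 1 (adjusted p = 0.017 for *Cyp7a1*, 0.030 for *Nr0b2* and 0.044 for *Plin5*). In WT 2 *Cyp7a1* lay at 8.75 and *Nr0b2* at 2.44, beside the *Maf1*-/- means, and without this library the adjusted p was 0.0060 for both. Leaving out a WT library that lies there was bound to widen the difference, so this value is no independent support. Unadjusted p was under 0.05 for 14 of 37 genes of fatty acid oxidation (median log2 fold change −0.26), 13 of 23 of lipid droplets (−0.29) and 7 of 20 of bile acid synthesis (0.07). Over all genes it was under 0.05 for 3069 of 13304. The first 2 lists were lower than other genes by camera (adjusted p = 0.011 and 0.026, and 0.95 each with an estimated correlation), and with GC content and gene length corrected their medians were −0.16 and −0.13, at an adjusted p of 0.0061 and 0.022 with the preset and 0.96 each with the estimated correlation. Fatty acid and triglyceride synthesis (34 genes, 7 under 0.05, median −0.09), cholesterol synthesis (27, 2, 0.05), apolipoproteins (31, 6, −0.23) and glycolysis (28, 2, −0.16) were not called by camera. Table S6 holds 3 genes of fatty acid oxidation and 4 of lipid droplets, so these lists are not independent of it.

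**Figure D4:**
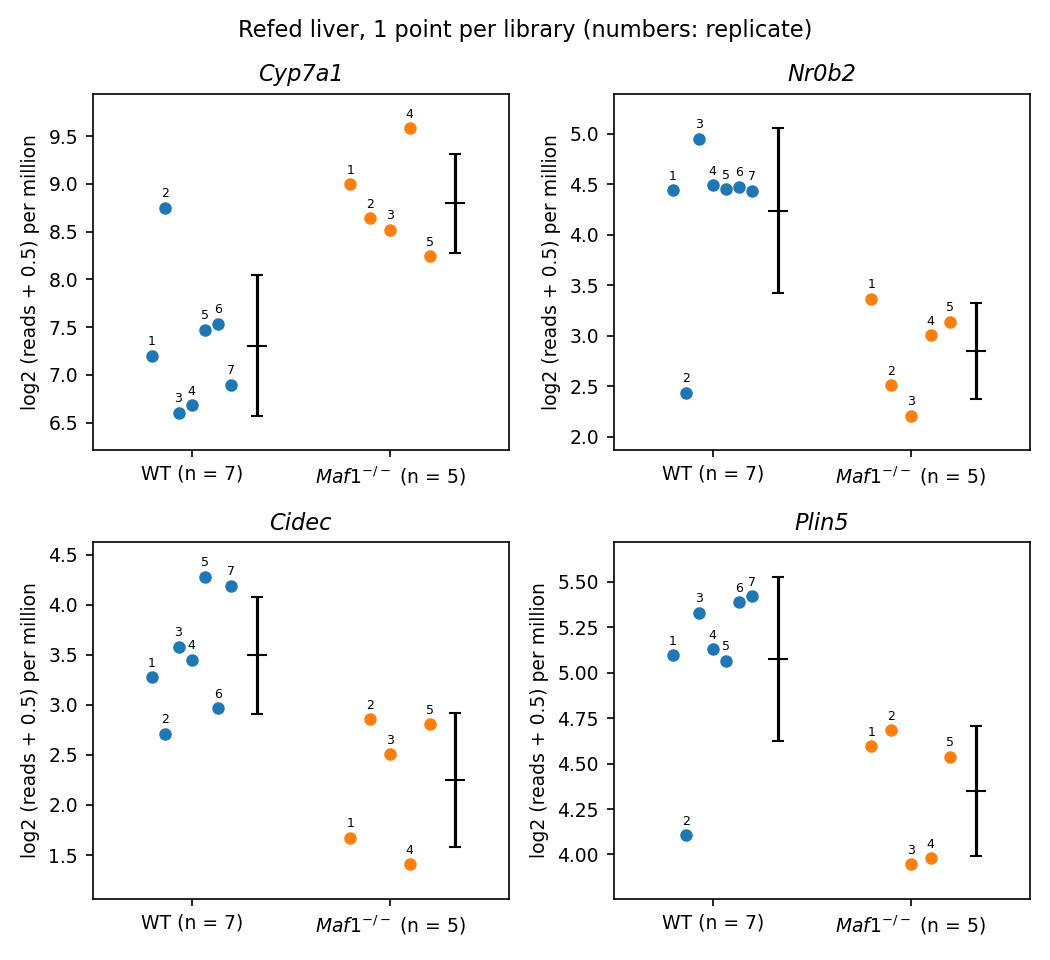
*Cyp7a1*, *Nr0b2*, *Cidec* and *Plin5* log2 values in each library, with means and SD (WT, n = 7; *Maf1*-/-, n = 5).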

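The corepressor *Ctbp1*, which recruits histone modifying enzymes, had a log2 fold change of −0.80 (SE 0.26, adjusted p = 0.19), and *Bahd1*, a heterochromatin protein, one of −0.70 (SE 0.23). *Junb*, a part of the AP-1 factor, was at −2.27 (SE 0.74), and *Zfp36*, which destabilizes AU-rich mRNAs, at −0.69 (SE 0.16). Subunits of the pol III apparatus went both ways, with *Brf2* at −0.51 (SE 0.15) and *Bdp1* at 0.50 (SE 0.16). No gene of these lists passed in limma over all genes or adjusted over the list alone. With 1 factor of unwanted variation 12 corepressors, 5 immediate early genes, 5 histones and 2 genes of the pol III machinery were lower (7, 4, 3 and 1 without WT 2 and no factor), and 1 histone was higher (2 genes of the pol III machinery and 1 immediate early gene without WT 2). After the GC and length correction with 1 factor, the number in these lists that passed was 0. Of 55 corepressors 13 had an unadjusted p under 0.05, with a median of −0.18, or 0.05 after correction for GC content and gene length, at a median GC of 55.4%. Of all 13304 genes 3069 had such a p, a share near that of the corepressors. Medians were −0.30 in 31 immediate early genes (12 under 0.05), −0.70 in 24 replication-dependent histones (8) and −0.04 in 37 genes of the pol III machinery (10), and after the correction −0.05, −0.43 and 0.08. None of these 4 lists was called by camera, and Table S6 holds 17 of the corepressors.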

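*Rplp1* and *Rplp2*, of the ribosomal stalk, had log2 fold changes of −1.59 (SE 0.57, adjusted p = 0.19) and −1.17 (SE 0.49). For *Rpl36* it was −1.69 (SE 1.03), for *Rps4l* −1.13 (SE 0.39) and for *Rps9* −0.81 (SE 0.38). *Rpl18* was at −0.75 (SE 0.34), *Rpl29* at −0.63 (SE 0.43) and *Rpl41* at −0.43 (SE 0.31), while *Rps26* was at −0.17 (SE 0.28). No ribosomal protein gene passed in limma over all genes. With 1 factor of unwanted variation 10 were lower and 1 higher, and with the correction for GC content as well 3 and 3. *Rpl41* and *Rps26*, within 0.5 log2, cannot be among the 10, and *Rps4l* is not in the list counted. WT 2 lay far below the other WT libraries for several of them, at 3.75 for *Rplp1* and −2.90 for *Rpl36*. *Rps29*, also in Table S6, is not analysed here.

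**Figure D5:**
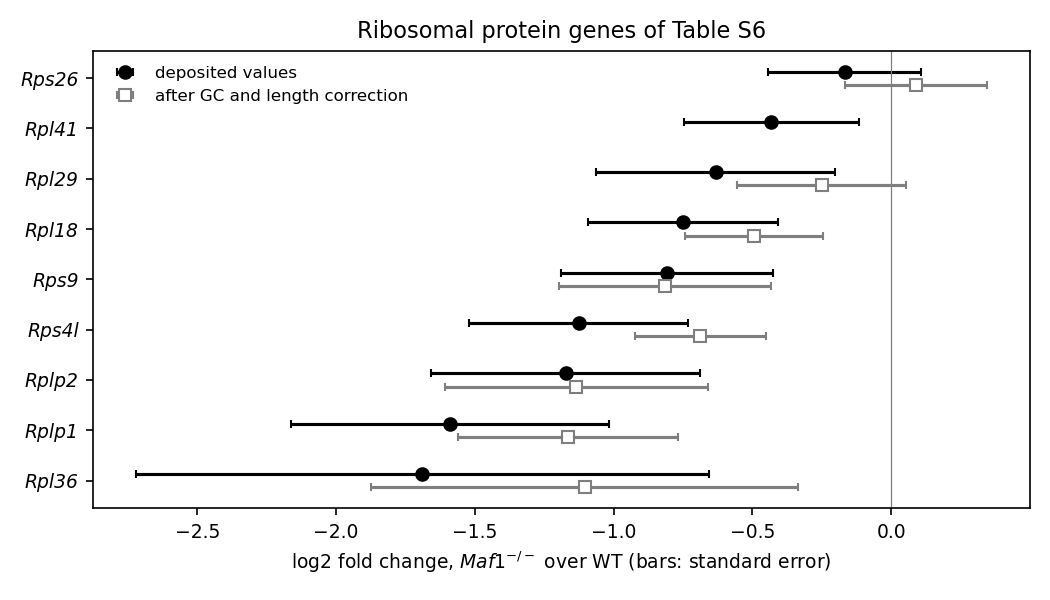
Log2 fold changes of ribosomal protein genes of Table S6 in *Maf1*-/- over WT liver with standard errors, from the authors' values and after correction for GC content and gene length (WT, n = 7; *Maf1*-/-, n = 5).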

Another enriched GO term, translation, reflects the apparent down-regulation of genes encoding 10 subunits of the cytoplasmic ribosome (Fig. 4C, orange triangles, SI Table S6). We also searched our gene list for protein coding genes (*Fasn, Acaca, TBP* and *PTEN*) whose expression has been reported to change upon *Maf1* overexpression and knockdown in *C. elegans* and/or in various cancer cell lines of hepatic origin^15,17,24^, reviewed in^13^. None of these genes were changed at our low stringency cutoff (SI Table S6). 

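*Fasn*, the fatty acid synthase, had a level of 8.28 ± 0.65 in WT and 7.97 ± 1.01 in *Maf1*-/- liver (log2 ± SD, n = 7 and 5), a log2 fold change of −0.31 (SE 0.43, adjusted p = 0.65). For *Acaca*, of fatty acid synthesis, it was 0.25 (SE 0.13, adjusted p = 0.26). *Tbp*, the TATA-binding protein, was at 0.30 (SE 0.12, adjusted p = 0.20). With 1 factor of unwanted variation the adjusted p was 0.53 for *Fasn*, 0.18 for *Acaca* and 0.024 for *Tbp*.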

More recently, RNA-seq data has been reported following *Maf1* knockdown in mouse NIH3T3-L1 cells, a fibroblast-like cell line that can be chemically-induced to differentiate into adipocytes^16^. Profiling of the undifferentiated NIH3T3-L1 cells identified 958 differentially expressed genes (575 up- and 383 down-regulated) at similar cutoffs (adj. p < 0.01 and a fold change > 1.7) as our low stringency dataset. We note however that the absence of replicates in this study reduces the precision of the measurements and requires statistical tests to assume equal variance between the groups. A comparison with our set of 937 genes identified only 14 shared genes with concordant gene expression changes, significantly less than the 74 genes expected by random chance. We compiled the data from both studies to obtain 10,852 shared genes and determined the threshold-free rank-rank hypergeometric overlap. This procedure is especially sensitive in identifying overlaps between weakly similar gene expression profiles^25^. Despite this, no significant overlap was found between the top or bottom 2000 genes ranked by fold change or by sign-adjusted p values (SI Fig. S2). Thus, the pattern of gene expression following knockout or knockdown of MAF1, along with MAF1 phenotypes, is surprisingly distinct in different cellular and nutritional contexts^13^.

### Lack of MAF1 decreases translation in the liver of refed mice

In *C. elegans* and *D. melanogaster*, down-regulation of *Maf1* expression results in increased animal size^14,15^ and increased translation^14^. However, the reduced levels of several ribosomal protein mRNAs in our RNA-seq data suggested that translation might instead be negatively affected in the liver of *Maf1*^*−/−*^ mice. 

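Of 77 cytoplasmic ribosomal protein genes, 54 had a negative log2 fold change and 20 an unadjusted p under 0.05, with a median of −0.33, or −0.18 after correction for GC content and gene length. For comparison, 3069 of all 13304 genes had an unadjusted p under 0.05, a similar share. *Rps13* was at −0.74 (SE 0.21) and *Rps12* at −0.95 (SE 0.33), and neither passed over all genes or adjusted over the list alone. Among 46 translation factors the median was −0.02 (8 under 0.05), with *Eif6*, which keeps the subunits apart, at −0.33 (SE 0.11) and *Eif4ebp2*, a repressor of cap-dependent initiation, at −0.45 (SE 0.17). Among 76 mitochondrial ribosomal protein genes it was −0.05 (11 under 0.05), with *Mrpl28* at −0.54 (SE 0.20). Table S6 holds 2 of the factors and 4 of the mitochondrial ribosomal protein genes. From these mRNA levels the paper goes on to test translation directly.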

To assess global levels of translation, we first obtained polysome profiles by sucrose gradient sedimentation. Polysomal fractions from WT and *Maf1*^*−/−*^ mice were very similar under fasted conditions (SI Fig. S3A). However, under refed conditions, we observed a reproducible reduction in polysomes in the *Maf1*^*−/−*^ samples, suggesting a reduced rate of protein synthesis (Fig. 5A).

**Figure 5:**
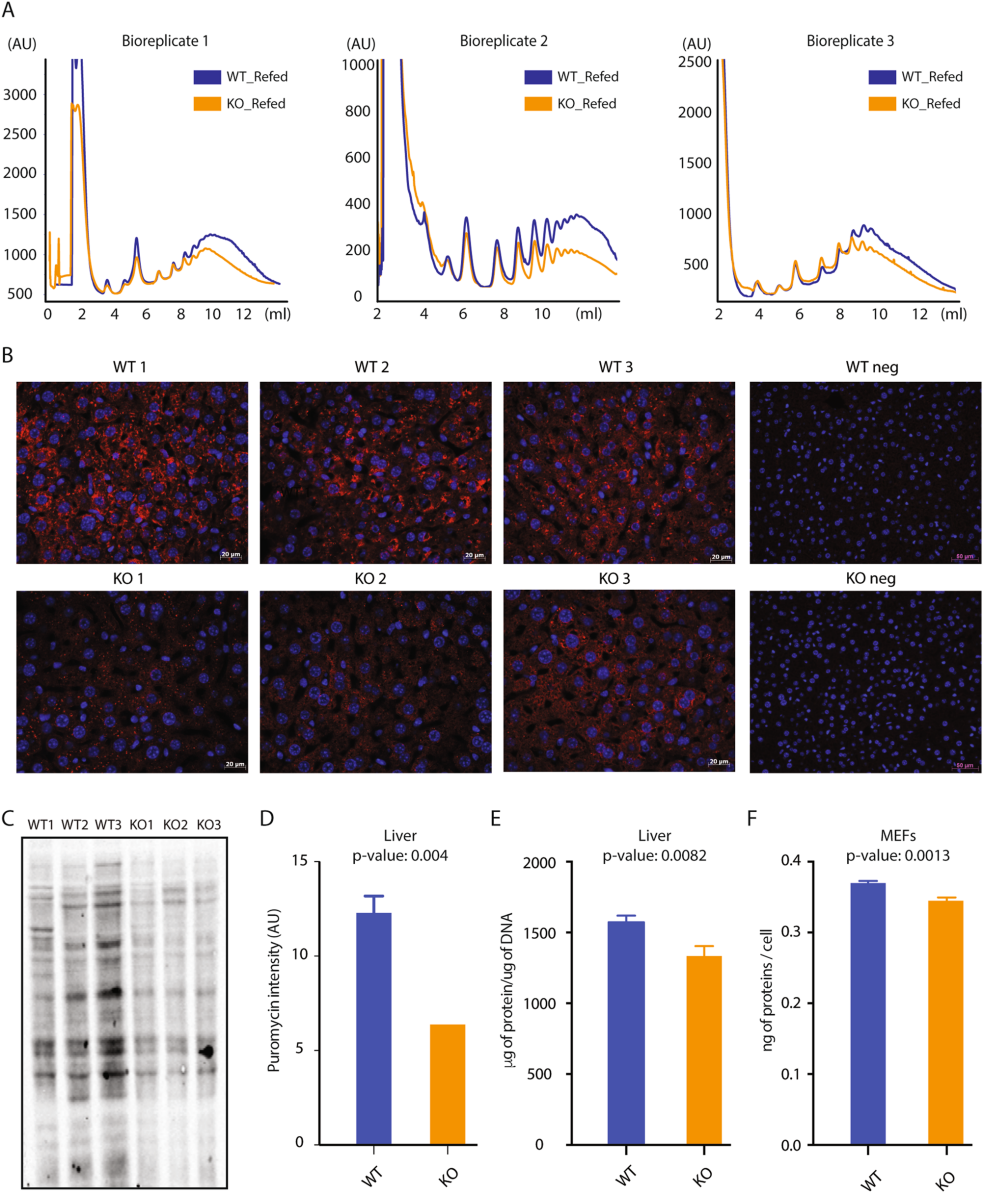
Reduced translation in the liver of fed *Maf1*^−/−^ mice. (**A**) Polysome profiles of liver samples from three WT (blue curves) and three *Maf1*^−/−^ (orange curves) refed mice. (**B**) Anti-puromycin immunocytochemistry of mouse liver. Mice were injected intraperitoneally with puromycin, livers were harvested after 30 min. and embedded in paraffin. Paraffin sections were incubated with an anti-puromycin antibody for detection of newly synthesized proteins (red signal). Nuclei were stained with DAPI (blue signal). The upper and lower panels on the right show negative controls from sham-injected mice. (**C**) Immunoblot of newly synthesized proteins in liver extracts from puromycin-injected mice. Samples were loaded according to DNA content and the blot was probed with an anti-puromycin antibody. (**D**) Quantification of the immunoblot in panel (**C**). The signal obtained in each lane was normalized to total γ-tubulin, determined by re-probing the blot with an anti-γ-tubulin antibody. (Note that the difference was larger when the data were normalized for DNA content versus γ-tubulin). (**E**) Liver protein content normalized to DNA content. Protein and DNA were extracted and quantified from the same lysate for each of three WT and three *Maf1*^−/−^ livers. The ratios were plotted. (**F**) Protein content of mouse embryonic fibroblasts normalized to cell number. Proteins were extracted and quantified from three WT and three *Maf1*^−/−^ samples, each containing one million cells. Panels (**D**,**E**) report means and standard deviations.

Previous work by others suggests that translation efficiency of some classes of mRNAs vary during the diurnal cycle, with translation of mRNAs coding for components of the translation apparatus being highest during the night, 2–6 h after the lights are turned off^26^. To further characterize translation in *Maf1*^*−/−*^ mice, we pulse-labeled ad libitum fed mice 2 h after dark for 30 min with low doses of puromycin, a structural analog of tyrosyl-tRNA, and monitored puromycin incorporation into nascent polypeptide chains^27^. Puromycin immunohistochemistry showed a decreased cytoplasmic signal in *Maf1*^−/−^ liver (Fig. 5B). Similarly, puromycin antibody probing of western blots showed that *Maf1*^−/−^ mouse liver incorporated as little as half the puromycin as WT tissue, whether the results were normalized for DNA content (Fig. 5C) or total γ-tubulin signal (Fig. 5D). Finally, total protein content normalized to DNA content was lower in *Maf1*^−/−^ liver compared to WT liver (Fig. 5E), and total protein content normalized to cell number was lower in MEFs isolated from *Maf1*^−/−^ mice relative to MEFs from WT mice (Fig. 5F). Thus, unlike what has been reported following *Maf1* knockdown in *Drosophila*^14^, the complete absence of MAF1 results in decreased translation in the liver of fed mice.

### MAF1 function impacts translation efficiency in the liver of refed mice

To better characterize the change in translation, we performed ribosome profiling on liver from WT and *Maf1*^−/−^ mice fed ad libitum and sacrificed 2.5 h after dark. Liver extracts from three mice in each group were spiked with a fixed amount of *Drosophila* S2 Schneider cell material as an internal control for sample-to-sample normalization, and to allow detection of global changes in translation. A comparison of the distribution of translation efficiency scores revealed a *Maf1*^−/−^ score curve shifted to the left relative to the WT score curve, indicating a significant general decrease in ribosome occupancy in the *Maf1*^−/−^ samples (Fig. 6A, SI Table S8, Kolmogorov–Smirnov test = 2.2 × 10^–16^). An overall reduction (~ 13% on average) in ribosome occupancy was also apparent from the fold change in translation efficiency scores compared on a gene-by-gene basis (Fig. 6B, SI Table S8). The majority of mRNAs had lower translation efficiency (TE) scores in *Maf1*^*−/−*^ versus WT liver with 262 mRNAs being significantly lower in the knockout (Fig. 6B, SI Table S8). A GO analysis of the genes in this group identified cytoplasmic ribosomal proteins as the most significant KEGG pathway and molecular function term (SI Fig. S3B)^28–30^. Ribosomal proteins as well as other factors linked to protein synthesis are encoded by mRNAs which harbor a terminal oligopyrimidine (TOP) tract close to their 5′ end that serves to co-ordinate their translation^31, 32^. Interestingly, gene set enrichment analyses revealed high enrichment scores among the 2000 genes with the highest ribosome occupancy fold change for (1) mRNAs coding for factors involved in translation, (2) TOP mRNAs, and (3) mRNAs coding for ribosomal proteins (Fig. 6C).

**Figure 6:**
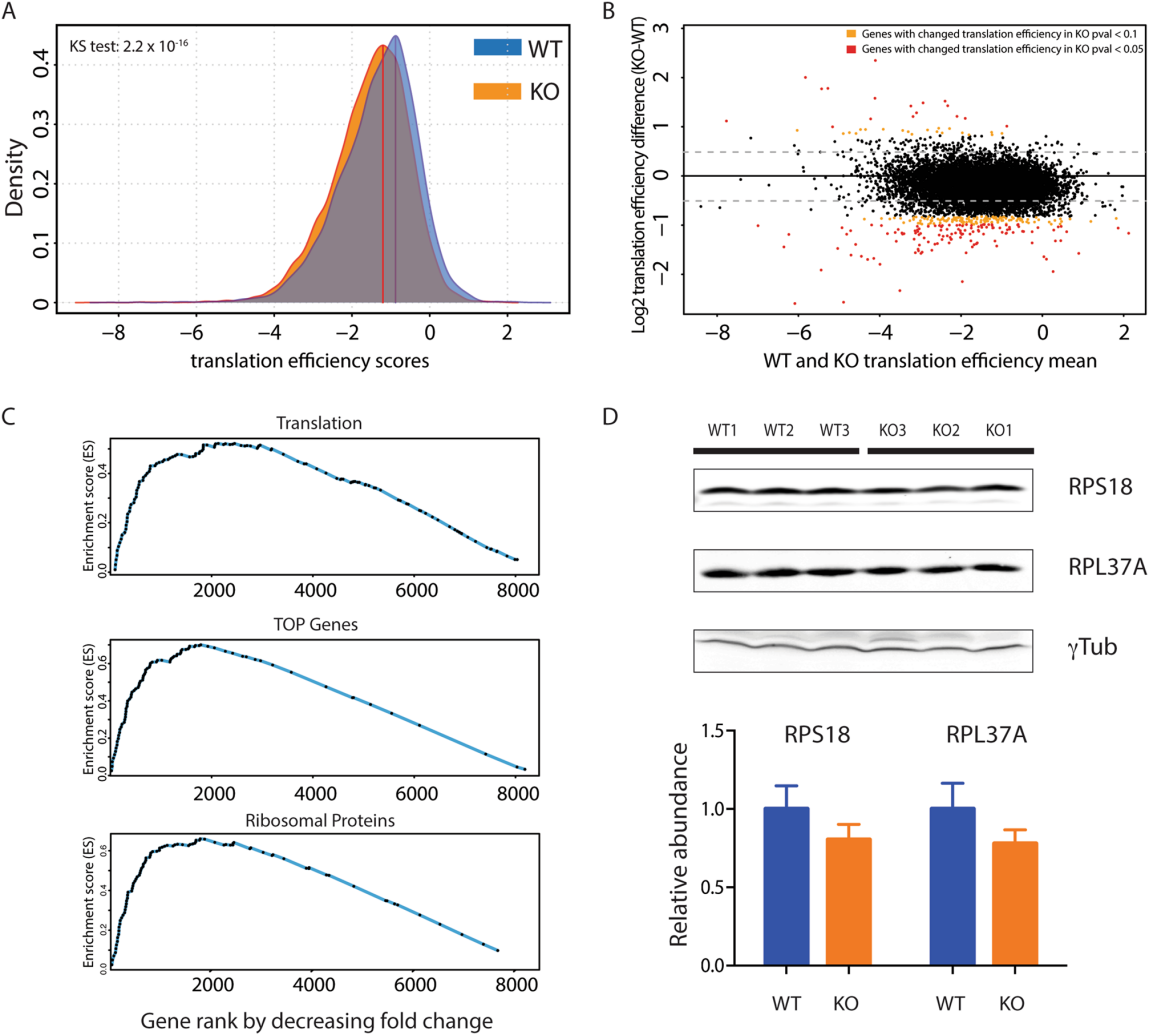
Ribosome profiling reveals global down-regulation of translation. (**A**) Kernel density estimation plot showing decreased ribosome occupancy on mRNAs in *Maf1*^−/−^livers. The x-axis shows translation efficiency scores (calculated as the average translation efficiency scores for all transcripts (splice site variants, alternative TSSs, etc.) derived from one gene, see Materials and Methods), the y-axis the score density. *KS* Kolmogorov–Smirnov test. (**B**) MvA plot showing the average of translation efficiency scores in the WT and *Maf1*^−/−^ liver samples (x-axis) and the log2 fold change in *Maf1*^−/−^ versus WT samples (y-axis). Each dot represents the average score for all transcripts derived from one gene. The red and orange dots indicate score changes with adjusted p values ≤ 0.05 and ≤ 0.1, respectively, as determined by limma. (**C**) GSEA analysis^59^ with the indicated gene set (genes encoding proteins involved in translation, TOP genes, and genes encoding ribosomal proteins). The x-axis shows genes ranked by decreasing fold change from left to right, the y-axis shows the running enrichment score for the gene set as the analysis progresses through the ranked list. (**D**) Immunoblots of liver lysates from WT or *Maf1*^−/−^ mice performed with antibodies directed against the indicated proteins. The lower panel shows the quantification of the signals normalized to γ-tubulin. Image acquisition was performed with the Odyssey Imaging System (LI-COR Biosciences) software (www.licor.com/bio/image-studio/), (version 2.1.10). The three panels are from the same gel, but image acquistion of RPS18 and RPL37A was performed on different channels.

Depending on the methods and statistical models used for analysis, translation efficiency scores determined from ribosome profiling experiments can be susceptible to high false discovery rates and low sensitivity^33,34^. Thus, in addition to using a generalized linear model for parameter estimation (limma, as above), we also analyzed the data using the negative binomial model of DESeq2, as implemented in Xtail^34^. This program was shown to achieve high sensitivity while minimizing false positives in the analysis of simulated and published datasets including a study in which the translation of ribosomal proteins was perturbed by inhibition of mTOR signaling^34^. At adjusted p value cutoffs of 0.05 and 0.1, Xtail was six- and nine-fold less sensitive, respectively, than limma in identifying mRNAs with differential translation efficiencies in *Maf1*^−/−^ versus WT samples (SI Tables S8, S9). Nonetheless, four ribosomal protein mRNAs (Rps18, Rps20, Rpl11 and Rpl14) were listed among the 16 mRNAs whose translation efficiencies were reduced significantly in *Maf1*^−/−^ liver (adj. p values < 0.05, SI Table S9) and ribosome and translation were again the top scoring KEGG pathway and GO terms^28–30^. The ability of MAF1 to affect the expression of ribosomal proteins was further supported by immunoblot analysis which revealed slightly (~ 20%) reduced levels of large and small ribosomal subunit proteins, RPL37A and RPS18, in liver extracts from fed *Maf1*^−/−^ mice (Fig. 6D).

## Discussion

Studies on the regulation of pol III transcription have typically examined acute responses of either yeast or mammalian cultured cells (e.g. to drugs, toxicants and nutrient withdrawal) that produce robust changes in activity. Relatively few studies have examined changes in pol III transcription that reflect physiological responses, such as feeding and fasting, in a mammalian organism. Looking into this issue, we observe that as WT mice fast, there is a decrease in pol III occupancy at loci that have low to intermediate occupancies in the refed condition, but essentially no change at loci with the highest occupancies, which tend to remain highly occupied after fasting (Fig. 1). Indeed, pol III occupancy of most loci (265 out of 383 loci occupied in either the fasted or refed state) is not significantly affected during an 8 h fast. Thus, fasting for 8 h, a period in which metabolism switches from using mostly glucose as an energy source to using mostly lipids, does not constitute a substantial stress with respect to pol III transcription. This physiological control of pol III transcription in mice is distinctly different from the response of cultured human cells to serum starvation where the vast majority of pol III loci are subject to rapid MAF1-dependent repression^9^.

A very different physiological response occurs in liver after a two-thirds partial hepatectomy as hepatocytes synchronously initiate mitotic growth to regenerate the organ. The recent analysis of pol III occupancy under these conditions allowed us to compare proliferative and nutritional responses. Our findings further support the concept of stable and changing populations of active pol III genes^9,18^. Common sets of genes in both groups were readily identified. The changing population was notable because pol III occupancy of these genes can be driven up or down depending on the physiological signal. However, the observed changes in pol III occupancy in response to proliferation and nutrient signaling are more complex than a two state (changing versus stable) model since distinct sets of genes were identified that are preferentially responsive to one type of signal versus the other. These observations raise important questions for future studies. Why are the stable genes resistant to change? As described below, these genes are clearly controlled by MAF1, a direct mTORC1 substrate in mammals^10^, so how do they resist change in response to fasting when mTORC1 activity is diminished? What mechanisms are responsible for the signal-dependent differential in pol III occupancy? Answers to these questions are likely to be functionally important given that the composition of the tRNA population is dynamic and can impact gene expression at multiple levels^10,35,36^.

Our results show that in the absence of MAF1, pol III occupancy in the liver and the levels of precursor tRNA in the liver and all other organs tested were higher than in WT mice, both in refed and fasted conditions. This changes our understanding of MAF1 from that of a repressor active only in response to stress or nutrient limitation to that of a repressor that keeps pol III output in check in different metabolic states, notably when energy derives mostly from glucose or lipids. Of note, in cultured human cells, RNAi-mediated depletion of MAF1 results in higher pol III occupancy and transcription not only under serum-starved conditions, but also under serum-replete conditions^9^. Thus, in both proliferating human cells and in differentiated mouse tissues, MAF1 functions as a chronic repressor whose activity can be modulated depending on the conditions. The function of MAF1 as a chronic repressor of pol III transcription in mammalian systems helps to rationalize the obesity resistant phenotype of *Maf1*^−/−^ mice, which is due in part to the wasteful use of metabolic energy and is driven, we propose, by a futile RNA cycle^11,12^. Our findings in this work along with previous studies^11,12^ show that derepression of pol III transcription and the futile synthesis of tRNAs in *Maf1*^−/−^ mice occurs regardless of the feeding-fasting cycle and contributes to increased energy expenditure during all hours of the day. We note however that differences in energy expenditure determined by indirect calorimetry between *Maf1*^−/−^ and WT mice are not constant throughout the diurnal cycle but increase with food intake^11^. Accordingly, we see a greater magnitude of effect of MAF1 loss on pol III occupancy relative to WT in refed versus fasted liver (Fig. 2B,C) and quantitatively larger and more numerous changes in amino acids and fatty acylcarnitines in liver under the same conditions^12^. Thus, the changes in energy expenditure, pol III occupancy and energetically important metabolites are correlated in refed versus fasted liver. Interestingly, higher levels of pol III occupancy in the liver of refed *Maf1*^−/−^ mice were not accompanied by correspondingly large increases in precursor tRNAs (although large increases were observed in other tissues). This suggests that, reminiscent of *S. cerevisiae* where as much as 50% of pre-tRNA is degraded by the exosome before maturation^37^, there is a high turnover of precursor tRNAs in fed *Maf1*^*−/−*^ liver. Importantly, mature tRNA levels in refed liver, as in the fasted state^11^, remain largely unchanged through yet to be defined tRNA homeostatic mechanisms.

We observed that pol III occupancy in the liver of *Maf1*^−/−^ mice is dramatically lower after an 8 h fast than after 4 h of refeeding. Thus, MAF1 is not required for pol III to dissociate from the DNA in response to fasting. Since it is known that MAF1 bound to elongating pol III does not inhibit nucleotide polymerization or facilitated recycling^38,39^, the results are consistent with a model of repression in which pol III must dissociate from the DNA after termination in order to be inhibited by MAF1^10^. Studies in yeast suggest that the switch between facilitated recycling and dissociation is modulated by nutrient and stress signaling to pol III and the initiation factor TFIIIB^40,41^. In this system, pro-growth signaling leads to phosphorylation of Bdp1 and Rpc82 whereas under repressing conditions these modifications are lost and phosphorylation is acquired on Rpc53. The phosphoregulation of these proteins together is thought to promote pol III recruitment and facilitated recycling in favorable conditions and to promote pol III dissociation to enable repression by Maf1 when limiting nutrients or stress is encountered. Thus, our findings in mouse liver are consistent with the idea that like in yeast, MAF1-independent mechanisms promote pol III recruitment and dissociation in response to changing conditions.

Additional mechanistic insight is suggested by the fact that for the majority of pol III loci, the increase in pol III occupancy in *Maf1*^*−/−*^ versus WT liver is essentially the same for genes of low, intermediate or high occupancy. Linear regressions of significantly changing genes (red dots in Fig. 2B,C) produce lines with slopes close to zero. This behavior is notably different from the physiological responses of stable and changing genes in WT tissue (Fig. 1). Thus, MAF1 contributes to the differential response of these genes.

Pol II transcriptome profiling of liver from refed *Maf1*^*−/−*^ and WT mice identified a set of ~ 1,000 differentially expressed genes. A similar number of differentially expressed genes were reported in undifferentiated NIH3T3-L1 cells following MAF1 knockdown^16^. However, the two profiles contained few overlapping genes and were not similar by a rank-rank hypergeometric test. In the liver of refed *Maf1*^*−/−*^ mice we identified ribosomal protein mRNAs as an enriched group of down-regulated genes. 

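Cytoplasmic ribosomal protein genes as a list were lower than other genes in *Maf1*-/- liver by camera with a preset correlation of 0.01 (adjusted p = 0.026), adjusted p = 0.95 with an estimated correlation (0.21). By fry, which tests the list against no change and not against other genes, the adjusted p was 0.59. The median deviation from each gene's mean was 0.20 in the WT libraries other than WT 2, −0.45 in WT 2 and −0.15 in the *Maf1*-/- libraries. After correction for GC content and gene length the list was at an adjusted p of 0.042 with the preset and 0.96 with the estimated correlation. Without WT 2, 14 of these genes were lower. Table S6, made from the same samples, holds 9 of its members, so the list is not independent evidence.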

Interestingly, ribosomal protein genes were also enriched among mRNAs with reduced translational efficiency. These results correlate with a small overall reduction in global translation that is specific to the refed state, based on polysome profiles (Figs. 4A, SI Fig. S3A), and with reduced incorporation of puromycin into nascent liver polypeptides. Thus, reduced levels of some ribosomal proteins resulting from lower mRNA levels and/or inefficient translation may reduce the total number of ribosomes for translation. This effect in mice was surprising since the opposite result was seen in *D. melanogaster.* Clearly, different mechanisms must be operating in mouse liver than those noted in *Drosophila*^14^. Based on a variety of studies, MAF1 loss could affect transcription of some ribosomal protein genes^42^ or reduce specific ribosomal protein mRNA levels through posttranscriptional mechanisms, e.g. by Argonaute-containing silencing complexes targeted by tRNA-derived fragments (tRFs)^43,44^. We previously examined possible effects of MAF1 loss on the synthesis of the large rRNAs and found no effect^11^. Further, we did not observe downregulation of mTOR activity in liver from *Maf1*^*−/−*^ mice collected under various conditions as determined by relative phosphorylation levels of mTOR targets S6K, RPS6, and 4EBP1 (data not shown). Potential mechanisms affecting translation are many and may include tRF-mediated changes in mRNA structure^45^, as well as impairment of mRNA decoding or triggering of an unfolded protein response^46,47^ as a result of tRNA hypomodification^48^. 

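*Derl3*, of the degradation of misfolded proteins in the endoplasmic reticulum, had a log2 fold change of −2.28 (SE 0.52, adjusted p = 0.19), *Syvn1*, a ubiquitin ligase of the same pathway, one of −1.36 (SE 0.43) and *Ppp1r15a*, which restores translation after stress, one of −0.66 (SE 0.19). None of 35 genes of the unfolded protein response passed in limma over all genes or adjusted over the list alone, and 13 had an unadjusted p under 0.05. Over all 13304 genes 3069 did. The median log2 fold change was −0.26, or −0.24 after correction for GC content and gene length. As a list they were lower than other genes by camera (adjusted p = 0.0087, and 0.95 with an estimated correlation), at 2.3e-04 with the preset correlation and 0.96 with the estimated one after the GC and length correction. With 1 factor of unwanted variation 5 of them were lower and 0 higher, and after the GC and length correction as well 0 and 0. Table S6 holds 2 of them.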

Our RNA-seq analysis of *Maf1*^−/−^ liver did not, however, indicate activation of the UPR. At any rate, the observed decreased in overall translation, which is consistent with the smaller size of *Maf1*^−/−^ mice^11^, emphasizes how less MAF1 protein, which might be expected to lead to more tRNAs and thus more translation, as indeed it does in the fly, can have complex effects in the context of a mouse completely lacking MAF1.

## Materials and methods

### Animals

All experiments involving mice were performed using protocols approved by the Veterinary Office of the Canton of Vaud (SCA-EXPANIM, Service de la Consommation et des Affaires Vétérinaires, Epalinges, Switzerland) in accordance with the Federal Swiss Veterinary Office guidelines or the Institutional Animal Care and Use Committee (IACUC) of the Albert Einstein College of Medicine. Mice were kept in a 12 h day–12 h night cycle, with light turned on at 7 AM and turned off at 7 PM. They were fed ad libitum on a chow diet except as specified below.

### ChIP-seq experiments

Mice at 12–14 weeks of age were fasted for 8 h from 4PM to midnight and sacrificed, or fasted for 8 h and refed for 4 h, from midnight to 4AM, and sacrificed. Perfused livers were homogenized in 4 mL of PBS containing 1% of formaldehyde and left in the same buffer for cross-linking for 10 min. Nuclei were isolated as described in^49^. Nuclear lysis was performed in 1.2 mL of 50 mM Tris–HCl (pH 8.1), 10 mM EDTA, 1% SDS, 50 μg/mL PMSF, 1 μg/mL Leupeptin. The nuclear lysate was then supplemented with 0.92 mL of 20 mM Tris–HCl (pH 8.1), 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.01% SDS, 50 μg/mL PMSF, 1 μg/mL Leupeptin and sonicated with a Branson SLPe sonicator for 10 cycles of 10 s at 50% amplitude, resulting in an average fragment size of 300–1,000 bp. After each sonication cycle, the chromatin was kept in an ice-cold bath during 20 s. Chromatin samples from three mice were pooled, de-cross-linked, and an aliquot was extracted for DNA quantification. Human HeLa cell chromatin was prepared as described in^21^ .

ChIPs were performed with 30.8 μg of total chromatin DNA containing 2.5% of human spike-in chromatin^22^, and 10 μL of serum from a rabbit immunized with a peptide 100% conserved between human and mouse POLR3D (CS681 antibody, C-terminal peptide CSPDFESLLDHKHR, custom made for us by Covance)^50^. This antibody has been used extensively for ChIP-seq experiments, both in human and mouse cells^21,51,52^. The ChIPs were performed as follows. The chromatin samples were incubated with the antibodies overnight at 4 °C. The next day, 20 μL of protein A sepharose beads (CL4B GE Healthcare) was added and the samples were further incubated for 3 h. The beads were next washed once with 20 mM Tris–HCl (pH 8.1), 50 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS, twice with 10 mM Tris–HCl (pH 8.1), 250 mM LiCl, 1 mM EDTA, 1% NP-40, 1% deoxycholic acid, and twice with TE buffer 1X (10 mM Tris–HCl (pH 7.5), 1 mM EDTA). Subsequently, bound material was eluted from the beads in 300 μL of elution buffer (100 mM NaHCO_3_, 1% SDS), treated with RNase A (final concentration 8 μg/mL) over 6 h at 65 °C and then with proteinase K (final concentration 345 μg/mL) overnight at 45 °C. The next day, the samples were purified with PCR clean-up kit from MACHEREY–NAGEL and eluted in 50 μL of elution buffer.

DNA (10 ng) of from each ChIP was used to prepare sequencing libraries according to the Illumina ChIP-Seq DNA Sample Prep Kit protocol (Illumina; San Diego, California, USA; cat. no IP-102-1001), except that size selection of the samples was performed after, rather than before, library amplification. Sequencing libraries were loaded onto one lane of a HiSeq 2000 flow cell and sequenced at 100 cycles. For each condition we sequenced input chromatin and the corresponding ChIP sample(s). Data analysis was performed as described previously using spiked-in human chromatin for sample-to-sample normalization^22^. Occupancy scores were calculated for 672 annotated pol III genes and other pol III occupied loci and genes were defined as “not occupied” or “occupied” based on a cut-off calculated as before^52^.

### Northern blot analysis

Mice fed ad libitum on a breeder chow diet were fasted overnight or fasted overnight and refed for 4 h before sacrifice. Tissues were flash frozen in liquid N_2_ and stored at − 80 °C. Samples (50–100 mg) were homogenized in TRIzol (Thermo Fisher Scientific) and RNA was purified according to the manufacturer’s instructions. RNA was precipitated twice, quantified, and resolved by denaturing polyacrylamide electrophoresis before electrophoretic transfer to nylon membranes (GE Healthcare Amersham Hybond-N^+^) and hybridization with [^32^P]-end labelled oligonucleotide probes at 42 °C. Hybridization signals detected by phosphorimaging were quantified and normalized to U3 snRNA to compare expression in WT and *Maf1*^−/−^ samples. The probe sequences were:

mature tRNA^Glu^-CTC 5′-CGCCGAATCCTAACCACTAG-3′;

mature-tRNA^Leu^-CAA 5′-CTCCATTCGGAGACCAGAA-3′;

pre-tRNALeu-CAA 5′-CCCGTAGGTAAGGCCTTGTCA-3′;

mature tRNA^Ile^-TAT 5′-TCCAGGTGAGGATCGAACTC-3′;

pre-tRNA^Ile^-TAT 5′-ATCGCTTACGCCTAGCACTG-3′;

mature tRNA^Tyr^-GTA 5′-GAGTCGAACCAGCGACCTA-3′;

pre-tRNA^Tyr^-GTA 5′-AAGGATGTCTTCTAACGGGGA-3′;

mature tRNA^His^-GTG 5′-CTATACGATCACGGCGAGCTACC-3′;

pre-tRNA^His^-GTG 5′-CCCTTGCCGTACCATTGTTGCCAC-3′;

mature tRNA^Ser^-CGA 5′-ACTCGGCCATCACAGCTAACC-3′;

pre-tRNA^Ser^-CGA 5′-GCTGTGTCTGAAGCTTTCTTACGCTGT-3′.

U3 snRNA:5′-GGAGGGAAGAACGATCATCA-3′.

Probes for pre-tRNAs recognize the unique introns of specific genes for tRNA^Leu^-CCA, tRNA^Ile^-TAT and tRNA^Tyr^-GTA and a unique 3′-trailer sequence for tRNA^Ser^-CGA. The 3′-trailer probe for tRNA^His^-GTG recognizes the transcripts from 3 genes.

### RNA-seq

Mice were fed a chow diet ad libitum until 12–14 weeks of age. Prior to the sacrifice, mice were fasted overnight and then refed for 4 h. Livers perfused with phosphate buffered saline (10–30 mg pieces) were added to 1 mL of TRIzol (Life Technologies), mechanically homogenized, and RNA was extracted according to the manufacturer’s instructions. Samples were processed from seven wild-type mice and five *Maf1*^−/−^ mice. RNA concentration was determined with a NanoDrop ND-1000 spectrophotometer and RNA quality was assessed with the Fragment Analyzer (Agilent Technologies). Libraries were prepared with the TruSeq Stranded Total RNA Ribo-Zero Globin kit (Illumina) according to the manufacturer’s instructions. Sequencing libraries were loaded onto one lane of a HiSeq 2000 flow cell and sequenced at 100 cycles.

For analysis of RNA-seq data, purity-filtered reads were trimmed (cutadapt version 1.8) and reads matching to ribosomal RNA sequences were removed (FastQ Screen version 0.9.3). The remaining reads were further filtered for low complexity (reaper version 15–065)^53^ and then aligned against the *Mus musculus* GRCm38.86 genome using STAR (version 2.5.2b)^54^. The quality of the RNA-seq data alignment was assessed using RSeQC (version 2.3.7)^55^ and the number of read counts per gene locus was summarized with htseq-count (version 0.6.1)^56^. Library sizes were scaled using TMM normalization (edgeR version 3.14.0)^57^, expressed genes were selected with voom, unwanted variation factors were then calculated on the expressed genes with RUVSeq in edgeR, normalization and unwanted variation factors were then used in a limma differential expression analysis. Differential expression was computed with limma^58^ using the Benjamini–Hochberg procedure to control the false discovery rate.

### Sucrose gradient centrifugation of polysomes

Liver samples (50–100 mg) from 22 to 24 week old mice fasted or fasted and refed as described above for the ChIP-seq experiments were dounce homogenized in 20 mM Tris–HCl pH 7.4, 150 mM NaCl, 5 mM MgCl_2_, 1 mM DTT, 100 μg/mL cycloheximide, 1% Triton with 25 units/mL TURBO DNase 1, 0.2 units/mL RNasin, 1 mg/mL heparin, and cOmplete Protease Inhibitor Cocktail. Homogenates containing 50 μg of total RNA were loaded on 15–60% sucrose gradients and centrifuged at 35,000 rpm, 4 °C for 4 h in an SW 40 rotor. Absorbance profiles at 260 nm were determined during gradient fractionation using an ÄKTA Purifier 10 (GE Healthcare).

### Anti-puromycin immunohistochemistry

Puromycin (40 nmol/g body weight) was injected intraperitoneally into 12-week old mice fed ad libitum at 9 PM, i.e. 3 h after the lights were turned off (ZT14). Livers were harvested after 30 min. Samples for Western blotting were prepared by dounce homogenization in RIPA buffer, then normalized for DNA content and resolved on a denaturing 10% polyacrylamide gel. Proteins were transferred onto a Protran nitrocellulose membrane and probed with antibody clone 12D10 against puromycin (Millipore MABE343). Subsequently, the blot was redetected with an antibody against γ-tubulin (Santa Cruz, antibody B-12).

For immunostaining experiments, paraffin-embedded liver sections were prepared from puromycin-injected mice after fixation of the tissue for 8 h in PBS-buffered 4% paraformaldehyde. Rehydrated sections were incubated with 0.01 M citrate buffer, pH 6, for 10 min and then washed extensively in PBS. To prevent non-specific binding, proteins were blocked with 1% normal goat serum (30 min at room temperature) followed by a goat anti-mouse IgG2a antibody (Abcam, ab98694). After additional blocking with normal goat serum, the sections were incubated at 4 °C overnight with anti-puromycin antibody and visualized using an Alex Fluor 568 conjugated goat anti-mouse IgG (Thermo Fisher, A11019). Nuclei were stained with DAPI (Sigma-Aldrich, D9542) at a dilution of 1/5,000.

### Genomic DNA extraction

A small piece of liver was homogenized in 50 mM Tris–HCl pH 8.0, 100 mM EDTA, 0.125% SDS, 0.8 mg/mL proteinase K and then incubated overnight at 55 °C. After sequential phenol/chloroform extractions, the DNA was precipitated and resuspended for fluorometric assessment of concentration using Qubit technology (Invitrogen).

### Ribosome profiling

Livers collected from 12 week-old mice fed ad libitum, 2 h after the lights were turned off, were directly lysed in the polysome buffer described above and kept on ice for 10 min. Samples were centrifuged at 3,000 rpm for 3 min and the supernatants were used for library preparation. Similar material extracted from Drosophila S2 cells was used as a spiking control and added to the mouse material at a ratio of 1/15. Thirty ODs of the spiked material was used for library preparation. Libraries for Ribo-seq and total RNA-seq were prepared in parallel according to the Illumina TruSeq Ribo Profile (Mammalian) protocol. The Truseq Ribo Profile Nuclease was replaced by the RNase I from Ambion (cat no. AM2295) to generate the ribosome footprints.

Sequence tags from RNA-seq and from ribosome footprints performed in parallel from the same sample were aligned to both the *Drosophila melanogaster* BDGP Release 6 plus ISO1 MT/dm6 and *Mus musculus* NCBI37/mm9 genome assemblies, common tags were eliminated, the remaining tags were then aligned onto the dm6 and mm9 coding sequences (CDSs) (in a first step, without any mismatch allowed, and in a second step with up to one mismatch allowed), then all aligned tags were remapped and their position on genes recorded. Tags aligning to regions encoding rRNA or scRNAs were eliminated, and the remaining aligned tags were normalized (1) to the total number of aligned sequence tags in each experiment, and (2) with TMM from edgeR^57^. A correction factor calculated from the signal of the *Drosophila* S2 Schneider cell spike material was then applied to the normalized tag numbers (log2) to obtain scores for individual transcript types. The average of the scores for all transcripts derived from a single gene (with different TSSs, splicing patterns, or poly A addition sites) was then calculated to obtain the RNA-seq-normalized tag numbers (RNA-seq-NTC) and the ribosome footprint normalized tag counts (RF-NTC) listed in SI Table S8. Translation efficiency scores and p values were determined from these values using the programs limma and Xtail^34,58^. Antibodies to RPS18 (ab91293) and RPL37 (ab194669) were from Abcam.

## Supplementary information

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

Supplementary file5

Supplementary file6

Supplementary file7

Supplementary file8

Supplementary file9

Supplementary file10

## Data Availability

The ChIP-seq, RNA-seq and ribosome profiling data in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo) under the accession number GSE104535.

# Supplementary material for: MAF1 is a chronic repressor of RNA polymerase III transcription in the mouse
**Source:** Sci Rep. 2020 Jul 20;10:11956. doi: 10.1038/s41598-020-68665-0
**Supplement:** Supplementary file 1 — Supplementary file1

SUPPLEMENTARY INFORMATION

MAF1 is a Chronic Repressor of RNA Polymerase III Transcription in the Mouse

Nicolas Bonhoure¹, Viviane Praz^{1,2}, Robyn D. Moir³, Gilles Willemin¹, François Mange¹, Catherine Moret¹, Ian M. Willis^{3,4*} and Nouria Hernandez^{1*}

List of supplementary items

Figure S1. Analysis of Pol III occupancy scores.

Figure S2. Rank-rank hypergeometric overlap heatmaps.

Figure S3. Polysome profiles and bioinformatic analysis of ribosome profiling data.

Full-size uncropped images of Figure 3A.

Full-size uncropped images of Figure 6D

Table S1. Pol III occupancy of the loci examined in this work. Related to Figures 1 and 2.

Table S2. Pol III Loci above the cut-off in at least one condition shown in Figure 1B.

Table S3. Pol III Loci above the cut-off in at least one condition shown in Figure 2B.

Table S4. Pol III Loci above the cut-off in at least one condition shown in Figure 2C.

Table S5. Pol III Loci above the cut-off in at least one condition shown in Figure 2D.

Table S6. RNA-seq analysis of fed liver from wild-type and Maf1^{-/-} mice.

Table S7. GO bioprocess enrichment of differentially expressed genes in fed liver of wild-type Maf1^{-/-} mice.

Table S8. Ribosome footprinting of liver samples from wild-type Maf1^{-/-} mice.

Table S9. Xtail analysis of ribosome footprinting data.

Isoacceptors_perl

Isotypes_perl

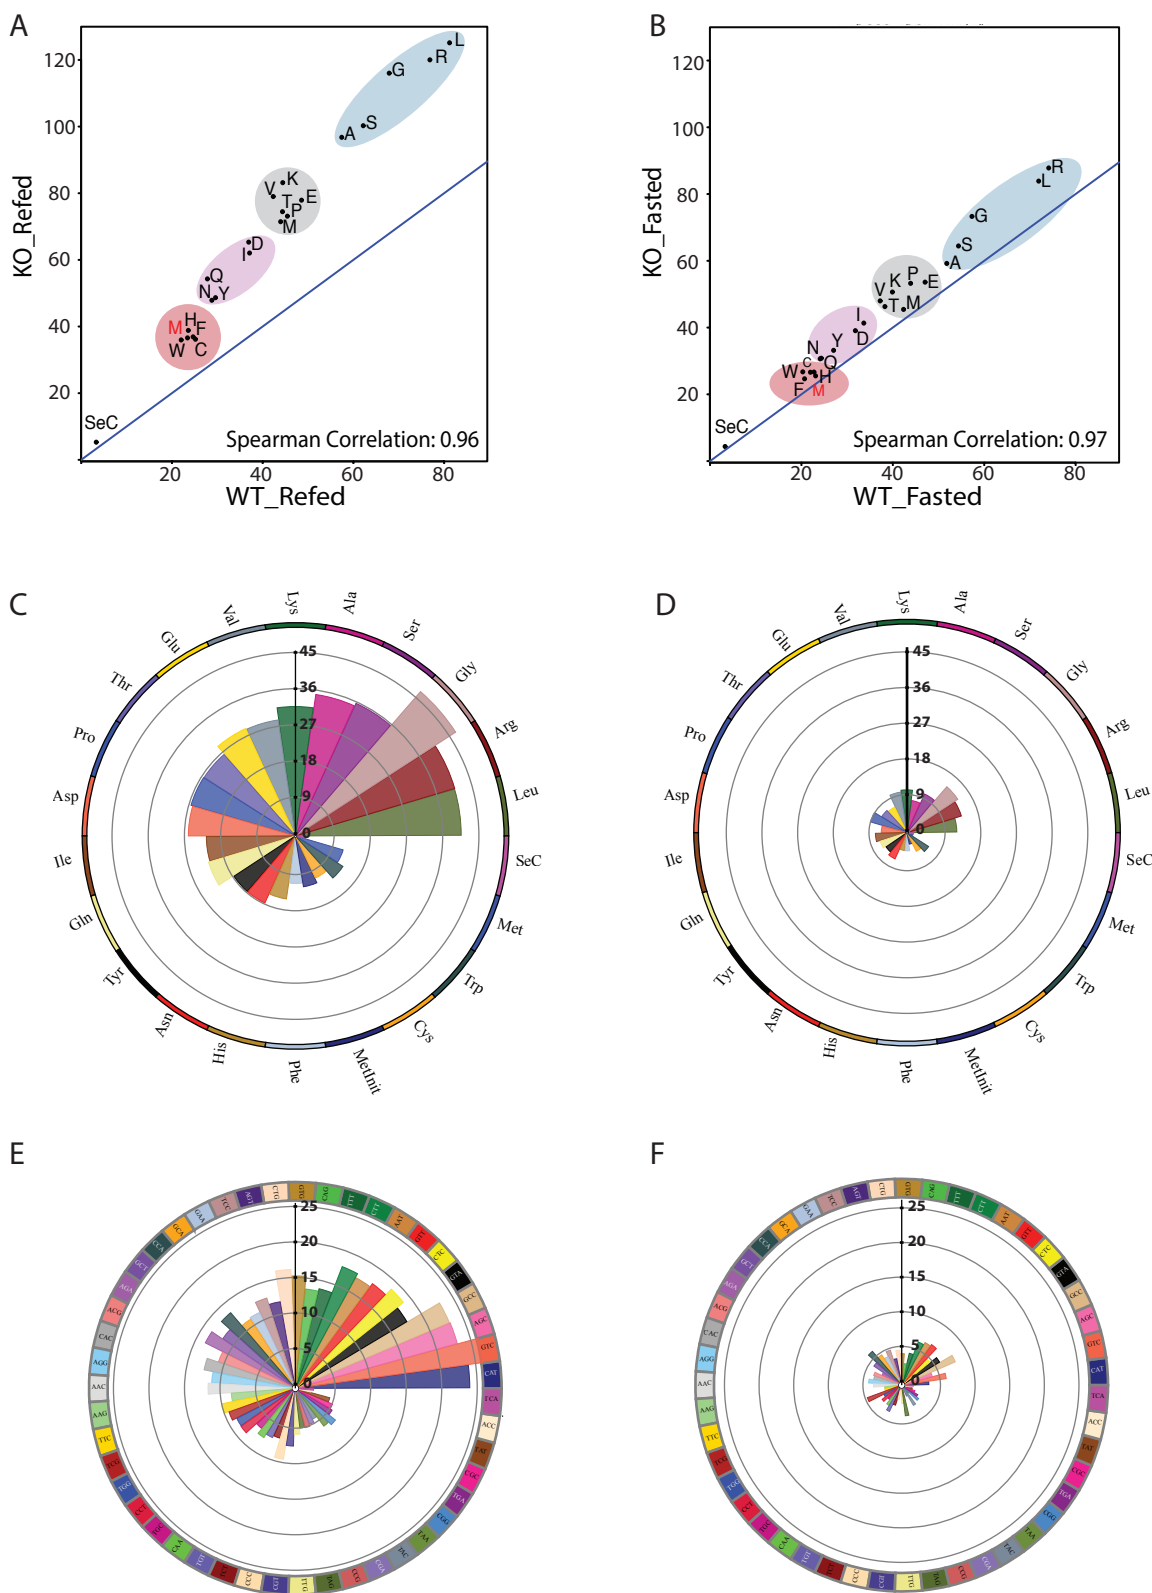

Figure S1. (A) Spearman rank correlations of pol III occupancy scores cumulated per isotype in WT and *Maf1*^{-/-} mice in the refed condition. Twenty-one tRNA gene isotypes (tRNA^{SeC} gene not included and tRNA^{iMet} genes were considered separately from tRNA^{Met} genes) were clustered in four different quantiles (blue, grey, purple and pink ovals) according to their pol III occupancy. (B) As in panel A but for mice in the fasted condition. (C) Circular plot indicating the ratio of cumulated pol III occupancy scores between *Maf1*^{-/-} and WT samples for each tRNA isotype in the refed condition. Isotypes were ordered according to cumulated scores in the WT sample. (D) As in panel C but for the 8 hour fasted condition. (E) Circular plot indicating the ratio of cumulated pol III occupancy scores between *Maf1*^{-/-} and WT samples for each tRNA isoacceptor in the refed condition. Isoacceptors were ordered according to cumulated scores in the WT sample. (F) As in panel E but for the 8 hour fasted condition. Panels A and B were generated in R with the "plot" function from the R-base package. Additional highlights on quantiles were added by hand. Panels C-F are SVG images (<http://www.w3.org/2000/svg>) generated via in-house perl scripts "isoacceptor_perl" and "isotype_perl" and based on the RPC4 occupancy scores listed in Table S1.

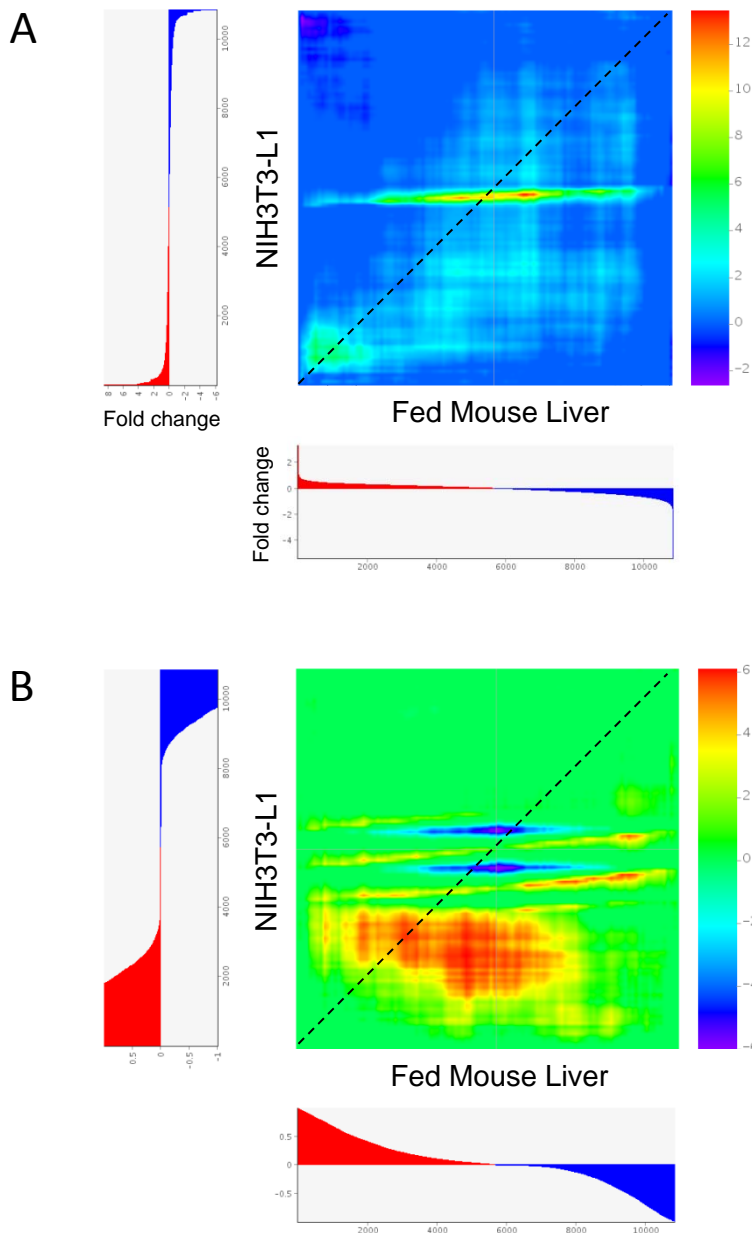

Figure S2. Rank-rank hypergeometric overlap heatmaps performed as described in Plaisier et al (2010)²⁵. The software version is the original version, the link to the software is: <http://systems.crump.ucla.edu/rankrank/>. The effects of *Maf1* knockout or knockdown on gene expression are compared in mouse liver and undifferentiated NIH3T3-L1 cells, respectively. Overlaps were computed from a list of 10852 genes that were scored in both samples (this work Table S6 versus GEO dataset GSE113324 day zero samples before addition of differentiation cocktail). (A) Genes are ranked by fold change in gene expression. (B) Genes are ranked by adjusted log₁₀ P values that are sign-adjusted depending on whether gene expression increased or decreased. In both panels, correlated gene expression patterns lie in proximity to the diagonal (dotted line) with upregulated genes in the bottom left quadrant and downregulated genes in the top right quadrant. The scale bar on the right shows the log₁₀-transformed hypergeometric P values (Benjamini-Yekutieli corrected) with positive values indicating over-enrichment and negative values indicating under-enrichment. The metric values for each heatmap are plotted adjacent to the x- and y-axes and are colored red or blue to indicate increased or decreased values, respectively. Note that the highest hypergeometric P-values in both maps (red) correspond to gene ranks that are uncorrelated or correspond to fold changes or adjusted P values that are below thresholds for significance.

A

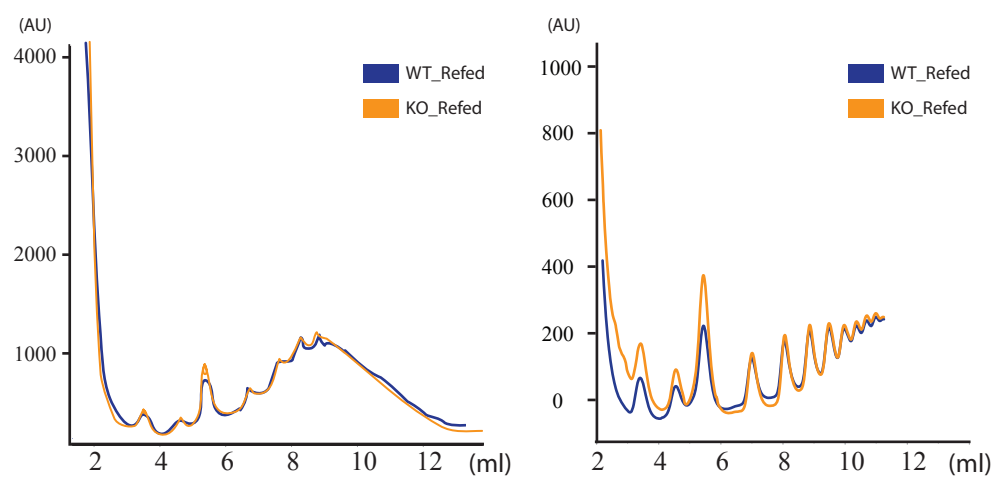

B

KEGG pathways	Adj. Pvalue	GO molecular functions	Adj. Pvalue
Ribosome	2.14 x10 ⁻⁰⁵	Structural constituent of ribosome	7.16 x10 ⁻⁰⁵
Ovarian steroidogenesis	0.0032	Protein binding	0.0029
Proteoglycans in cancer	0.0060	Transcription factor activity	0.0058
Insulin secretion	0.0138	Profilin binding	0.0059
One carbon pool by folate	0.0162	ATP-dependent microtubule motor activity	0.0094
Long term depression	0.0167	Phosphoprotein phosphatase activity	0.0122

Figure S3. A) Polysome profiles of liver samples from three WT (blue curves) and three Maf1^{-/-} (orange curves) 22-24 week old fasted mice. (B) KEGG pathway²⁸⁻³⁰ (left) (www.genome.jp/kegg/pathway.html) and GO molecular function (right) analysis for the genes showing lower translation efficiency (p-value <0.1) in the ribosome profiling experiment.

Northern blot images before cropping in Figure 3A, WAT panels.
Arrows indicate the annotated RNA species detected by sequential hybridization with the indicated probes from left to right.

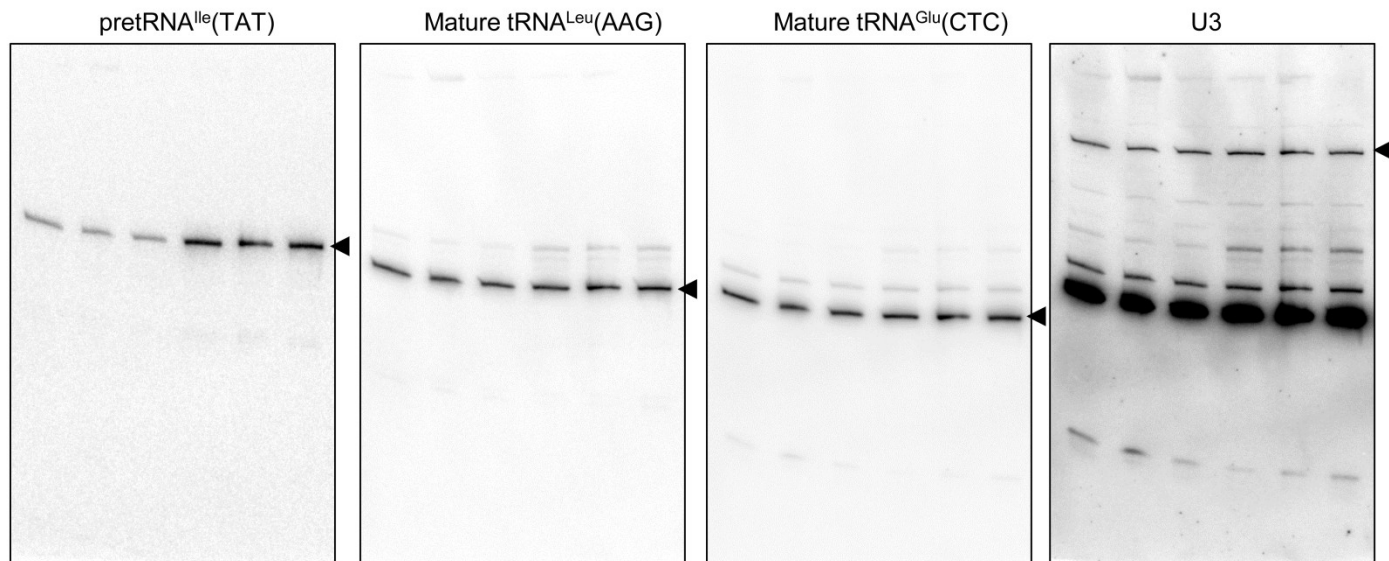

Northern blot images before cropping in Figure 3A, liver panels.
Arrows indicate the annotated RNA species
The blot was allowed to decay completely before hybridization with mature tRNA probes, hence the absence of U3 and pretRNA^{Ile} signals

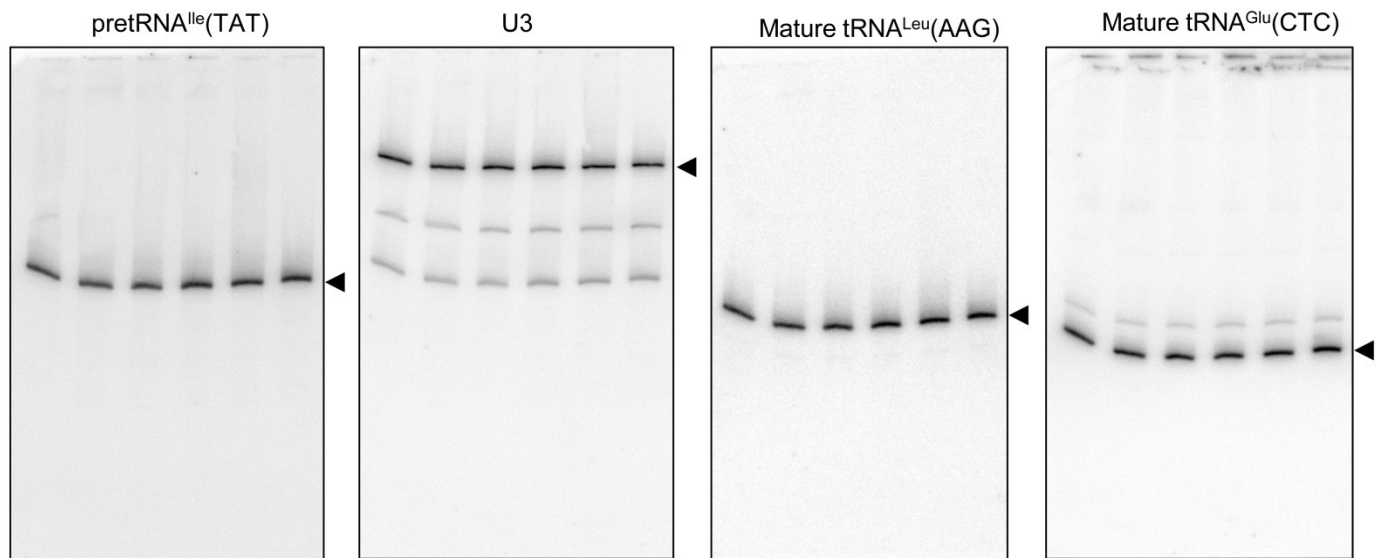

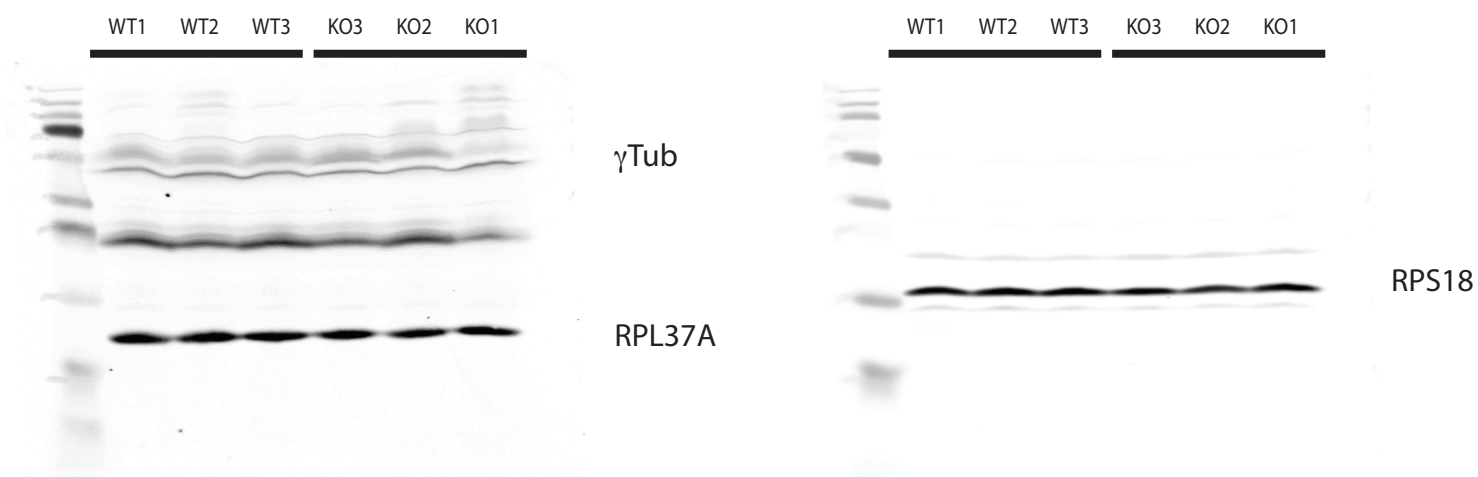

Full size immunoblots of liver lysates from WT or Maf1^{-/-} mice performed with antibodies directed against the indicated proteins, before cropping for Figure 6D. Both images were acquired from the same gel using a different channel with the Li-COR system

```

#!/usr/bin/perl

### Input file for this script is a tab-delimited file which
contains the Mouse final scores for each experiment.
### The standard table is the output of the first R analysis, after
the data
# have been normalized to total tag count and scaled with human
spikes

### e.g. : /export/Nicolas/NEW_DATA/Tables/
Mouse_RPC4_scores_and_means_scaled_for_SVG.tab

### If the data column number is given as argument to the script,
the it takes the column.
### Otherwise, it will show the column titles and ask for the one to
use.

my $infile=$ARGV[0];
my $column_1=$ARGV[1];
my $column_2=$ARGV[2];

my $colorfile="/export/SVG/isotypes.txt";
# The color file contains 3 tab-delimited fields :
# 1- isoacceptor
# 2- isotype
# 3- color

my %cutoff=(
    "R_WT_mean" => "1.6194",
    "R_KO_mean" => "1.8839",
    "F8H_WT_mean" => "0.6558",
    "F8H_KO_mean" => "0.5622"
);

my %color=();
my %font_color=();
open(COL,"$colorfile");
while(<COL>)
{
    chomp;
    my @field=split/\t/;
    $color{$field[0]}=$field[2];
    $color{$field[1]}=$field[2];
    $font_color{$field[1]}=$field[3];
    $font_color{$field[0]}=$field[3];
}
close(COL);

my %sample=();

my $all_max=0;
open(MAX,"grep \'tRNA\' $infile | grep -v \'Sup\' |");
while(<MAX>)

```

```

{
    chomp;
    my @field=split/\t/;
    for(my $i=1;$i<scalar(@field);$i++)
    {
        if($field[$i]>$all_max)
        {
            $all_max=$field[$i];
        }
    }
}
close(MAX);

if(!$column)
{
    print "No column selected, extracting sample names from input
file\n\n";
}

open(IN,"head -1 $infile |");
while(<IN>)
{
    chomp;
    s/ /_/g;
    s/\(/_/g;
    s/\)/_/g;
    my $i=0;
    my @field=split/\t/;
    $sample{$i}=$fields[1];
    $col{$fields[0]}=$fields[1];

    foreach my $field(@field)
    {
        $sample{$i}=$field;
        if(!$column)
        {
            print "$i\t$field\n";
        }
        $i++;
    }
}
close(IN);
if(!$column_1)
{
    print "Select the first sample column number from the above
list :\n";
    chomp($column_1 = <STDIN>);
    print "Select the second sample column number from the above
list :\n";
    chomp($column_2 = <STDIN>);
}

my $title=$sample{$column_1};

```

```
$title.="_and_".
$sample{$column_2}."_ratio_by_isoacceptors_sorted_by_score_same_scale";
print "$title\n";
my $cutoff_1=$cutoff{$sample{$column_1}};
my $cutoff_2=$cutoff{$sample{$column_2}};
my $gene_num=0;
my %score_1=();
my %score_2=();
my %score_ref=();
my %ratio=();
my %isotype=();
my %isoacceptor=();
my @tRNAs=();
my %isoacceptor_count=();
my %isotype_count=();
my $max_score=0;
my $min_score=0;
my @acceptors=();
my @types=();
open(IN,"grep '\tRNA\t' $infile | grep -v '\Sup\t' |");
open(OUT,">$title.tmp");
while(<IN>)
{
    s/\tRNA//;
    s/\-\\|\\/;/;
    s/\+\\|\\/;/;
    s/(e\\)/;/;
    chomp;
    my @field=split/\t/;
    my @name=split/\\/, $field[0];
    my @type=split/_/, $name[1];
#
if(($field[$column_1]<=$cutoff_1)&&($field[$column_2]<=$cutoff_2))
# {
#     $field[$column_1]=0;
#     $field[$column_2]=0;
# }
if($field[$column_1]<0)
{
    $field[$column_1]=0;
}
if($field[$column_2]<0)
{
    $field[$column_2]=0;
}
my $rat=$field[$column_2]-$field[$column_1];
$gene_num++;
print OUT
("$name[0]\t$type[2]\t$type[3]\t$field[$column_1]\t$field[$column_2]
\t$ratt\t$field[2]\n");
}
close(IN);
close(OUT);
```

```

my %code=();
my %count_by_type=();
my %count_by_iso=();

open(TMP,"$title.tmp");
while(<TMP>)
{
    chomp;
    my @field=split/\t/;
    push(@tRNAs,$field[0]);
    if(!$code{$field[1]}{$field[2]})
    {
        $count_by_type{$field[1]}++;
        $code{$field[1]}{$field[2]}=1;
    }
    if(!$isoacceptor_count{$field[2]})
    {
        $isoacceptor_count{$field[2]}=1;
        push(@acceptors,$field[2]);
    }
    else
    {
        $isoacceptor_count{$field[2]}++;
    }
    if(!$isotype_count{$field[1]})
    {
        $isotype_count{$field[1]}=1;
        push(@types,$field[1]);
    }
    else
    {
        $isotype_count{$field[1]}++;
    }
    $isotype{$field[2]}=$field[1];
    $score_1{$field[2]}+=$field[3];
    $score_2{$field[2]}+=$field[4];
    $ratio{$field[2]}+=$field[5];
    $score_ref{$field[2]}+=$field[6];
    if($ratio{$field[2]}<$min_score)
    {
        $min_score=$ratio{$field[2]};
    }
    if($ratio{$field[2]}>$max_score)
    {
        $max_score=$ratio{$field[2]};
    }
}
close(TMP);
open(OUT,">$title\_by_acceptor.tmp");
foreach my $acceptor(@acceptors)
{
    my $mean_score=int(($score_1{$acceptor}+$score_2{$acceptor})/2);
    print OUT ("{$acceptor}\t$score_1{$acceptor}\t$score_2{$acceptor}\t$mean_score\t$score_ref{$acceptor}\n");
}

```

```

}
close(OUT);
system("sort -t \"\t\" -k 5,5nr $title\_by\_acceptor.tmp >
$title\_by\_acceptor.txt");

my @acceptors=();
open(ACCEPTORS,"$title\_by\_acceptor.txt");
while(<ACCEPTORS>)
{
    chomp;
    my @f=split/\t/;
    push(@acceptors,$f[0]);
}
close(ACCEPTORS);
$max_score=25.5;
open(OUT,">$title.svg");
print "ALL max $all_max\nMAX score $max_score\nMIN score
$min_score\n";
print OUT ("    <!DOCTYPE HTML>\n<html xmlns=\"http://www.w3.org/
1999/xhtml\"><head>\n <title>$title pie chart</title>\n<style
type=\"text/css\" media=\"screen\">\nsvg {display:block; border:2px
solid #00c; position:relative;\ntop:0%; left:0%; width:100%; height:
100%; background:#fff;\n}\n</style>\n</head><body>\n<svg
width=\"1200\" height=\"1200\" viewBox=\"0 0 1200
1200\" \nxmlns=\"http://www.w3.org/2000/svg\" version=\"1.1\">\n");
my $angle_sum=0;
my $rad_angle_sum=0;
my $c=360;
my $acceptor_num=scalar(@acceptors);
my $total_length=abs($min_score)+0.6+abs($max_score);
foreach my $type(@types)
{
    my $split_val=(360/$acceptor_num)*$count_by_type{$type};
    $c-=$split_val;
    print "$type\t$count_by_type{$type}\n";
    my $type_angle = atan2(1,1) * $split_val / 45;
    my $text_angle=6.283185307-($rad_angle_sum+($type_angle/
2));
    my $length=460;
    my $length_1=450;
    my $textlength=480;
    my $x_textpos=(cos($text_angle) * $textlength)+600;
    my $y_textpos=(sin($text_angle) * $textlength)+600;
    my $first_line=$length-$length_1;
    my $start_pos=600+$length_1;
    my $xpos_2=(cos($type_angle) * $length)-$length;
    my $ypos_2=sin($type_angle) * $length;
    my $xpos_1=(cos($type_angle) * $length_1);
    my $ypos_1=sin($type_angle) * $length_1;
    my $xfinal=$length_1-$xpos_1;
    my $yfinal=0-$ypos_1;
    $xpos_1=$xpos_1-$xpos_2-$length;
    $ypos_1=$ypos_1-$ypos_2;
    my $first_turn=0;

```

```

my $sec_turn=1;
if($ypos_1<0)
{
    $first_turn=1;
}
if($ypos_2>0)
{
    $sec_turn=0;
}
my $rotation=$c;
my $anchor="start";
if(($c>90)&&($c<270))
{
    $rotation=$c-180;
    $anchor="end";
}
print OUT("<path id= \"$type\" d=\"M $start_pos,600 l
$first_line,0 a$length,$length 0 0,$first_turn $xpos_2,$ypos_2 l
$xpos_1,$ypos_1 a$length_1,$length_1 0 0,$sec_turn $xfinal,$yfinal
z\" stroke=\"black\" stroke-width=\"1\" fill=\"none\"
transform=\"rotate($c 600 600)\"/>\n");
print OUT("<text x=\"$x_textpos\" y=\"$y_textpos\"
style=\"text-anchor: $anchor;font-family: Times New Roman;\"
fill=\"black\" transform=\"rotate($rotation $x_textpos,$y_textpos)
\">$type</text>\n");
# print
"$x_textpos\t$y_textpos\t$c\t$rotation\t$text_angle\t$split_val\t$ty
pe\n";
    $rad_angle_sum+=$type_angle;
}

my $rad_angle_sum=0;
$c=360;

foreach my $acceptor(@acceptors)
{
    my $split_val=360/$acceptor_num;
    $c-=$split_val;
    my $acceptor_angle = atan2(1,1) * $split_val / 45;
    my $text_angle=6.283185307-($rad_angle_sum+
($acceptor_angle/2));
    my $length=445;
    my $length_1=405;
    my $textlength=410;
    my $x_textpos=(cos($text_angle) * $textlength)+600;
    my $y_textpos=(sin($text_angle) * $textlength)+600;
    my $first_line=$length-$length_1;
    my $start_pos=600+$length_1;
    my $xpos_2=(cos($acceptor_angle) * $length)-$length;
    my $ypos_2=sin($acceptor_angle) * $length;
    my $xpos_1=(cos($acceptor_angle) * $length_1);
    my $ypos_1=sin($acceptor_angle) * $length_1;
    my $xfinal=$length_1-$xpos_1;
    my $yfinal=0-$ypos_1;

```

```

    $xpos_1=$xpos_1-$xpos_2-$length;
    $ypos_1=$ypos_1-$ypos_2;
    my $first_turn=0;
    my $sec_turn=1;
    if($ypos_1<0)
    {
        $first_turn=1;
    }
    if($ypos_2>0)
    {
        $sec_turn=0;
    }
    my $rotation=$c;
    my $anchor="start";
    if(($c>90)&&($c<270))
    {
        $rotation=$c-180;
        $anchor="end";
    }
    print OUT ("<path id= \"\$acceptor\" d=\"M $start_pos,600 l
    $first_line,0 a$length,$length 0 0,$first_turn $xpos_2,$ypos_2 l
    $xpos_1,$ypos_1 a$length_1,$length_1 0 0,$sec_turn $xfinal,$yfinal
    z\" stroke=\"grey\" stroke-width=\"1\" fill=\"\$color{$acceptor}\"
    transform=\"rotate($c 600 600)\" \/>\n");

    print OUT ("<text x=\"\$x_textpos\" y=\"\$y_textpos\"
    style=\"text-anchor: $anchor;font-family: Times New Roman;font-size:
    10px;fill :\$font_color{$acceptor}\" fill=\"black\"
    transform=\"rotate($rotation $x_textpos,$y_textpos)\">$acceptor</
    text>\n");
    # print OUT ("<text x=\"\$x_textpos\" y=\"\$y_textpos\"
    textLength=\"30\" font-weight=\"1\" style=\"text-anchor: $anchor;
    stroke : $fontcolor; font-weight : 1;font-family: Times New
    Roman;font-size:1\" transform=\"rotate($rotation $x_textpos,
    $y_textpos)\">$acceptor</text>\n");
    $rad_angle_sum+=$acceptor_angle;
}

my $angle = atan2(1,1) * (360/$acceptor_num) / 45;
my $degree_angle=360/$acceptor_num;
$c = 360;

my $count=0;
my $circle_r=((abs(int($min_score)-0.6)/$total_length)*400);
my $zero_pos=$circle_r+600;
my $zero_xpos=$zero_pos+((cos($angle) * $circle_r)-$circle_r);
my $zero_ypos=600+(sin($angle) * $circle_r);
print "$zero_pos\t$zero_xpos\t$zero_ypos\t$max_score\t$min_score\n";
print OUT ("<circle cx=\"600\" cy=\"600\" r=\"\$circle_r\"
fill=\"none\" stroke=\"black\" stroke-width=\"1\"/>\n");

### Scores ###
print "Ratios\n";
foreach my $acceptor(@acceptors)

```

```

{
    $count++;
    $c -= $degree_angle;
    my $length_1= (($ratio{$acceptor})/$total_length)*400;
    print "$ratio{$acceptor}\n";
    my $xpos_1=((cos($angle) * $length_1)-$length_1);
    my $ypos_1=(sin($angle) * $length_1);
    if($ratio{$acceptor}<0)
    {
        print OUT ("<path id= \"$trna\" d=\"M $zero_pos,600 l
$length_1,0 a$length_1,$length_1 0 0,0 $ypos_1,$xpos_1 L $zero_xpos,
$zero_ypos z\" style=\"stroke:$color{$acceptor};fill-opacity:
0.8;stroke-width:0.2;fill:$color{$acceptor}\" transform=\"rotate($c
600 600)\"/>\>\n");
    }
    else
    {
        my $xpos_1=(cos($angle) * $length_1)-$length_1;
        my $ypos_1=sin($angle) * $length_1;
        print OUT ("<path id= \"$trna\" d=\"M $zero_pos,600 l
$length_1,0 a$length_1,$length_1 0 0,1 $xpos_1,$ypos_1 L $zero_xpos,
$zero_ypos z\" style=\"stroke:$color{$acceptor};fill-opacity:
0.8;stroke-width:0.2;fill:$color{$acceptor}\" transform=\"rotate($c
600 600)\"/>\>\n");
    }
}
my $step=int(($max_score-$min_score)/5);
print OUT ("<path d=\"M 600,600 l 0 -400\"
style=\"stroke:rgb(0,0,0);stroke-width:1\" />\n");
for(my $i=0;$i<$max_score;$i+=$step)
{
    my $length=($i/$total_length)*400;
    my $tick_pos=600-$circle_r-$length;
#   if($i<=0)
#   {
#       $tick_pos=600-$circle_r+$length;
#   }
    my $j=$i-int($i);
    if(($i<0)||(($i>=1)&&($j==0)))
    {
        my $ray=$circle_r+$length;
        print "$i\t$j\t$length\n";
        print OUT ("<circle cx=\"600\" cy=\"600\" r=\"$ray\"
fill=\"none\" stroke=\"grey\" stroke-width=\"0.5\"/>\n");
    }
    print OUT ("<path d=\"M 596 $tick_pos l 8 0\"
style=\"stroke:rgb(0,0,0);stroke-width:1\" />\n");
    print OUT ("<text x=\"602\" y=\"$tick_pos\" fill=\"black\"
style=\"text-anchor: start; stroke : #000000; font-size: 12px;font-
style: Times New Roman;text-length : 30;fill: none;\">$i</text>\n");
}
print OUT ("<text x=\"600\" y=\"50\" fill=\"black\" style=\"text-
anchor: middle; stroke : #000000; font-size: 30px;text-length :

```

```
30;fill: grey;\">$title</text>\n");  
print OUT ("</svg>\n");  
print OUT ("\n</body></html>\n");  
close(OUT);  
#system("/bin/rm $title.tmp $title.txt");
```

```

#!/usr/bin/perl

### Input file for this script is a tab-delimited file which
contains the Mouse final scores for each experiment.
### The standard table is the output of the first R analysis, after
the data
# have been normalized to total tag count and scaled with human
spikes

### e.g. : /export/Nicolas/NEW_DATA/Tables/
Mouse_RPC4_scores_and_means_scaled_for_SVG.tab

### If the data column number is given as argument to the script,
the it takes the column.
### Otherwise, it will show the column titles and ask for the one to
use.

my $infile=$ARGV[0];
my $column_1=$ARGV[1];
my $column_2=$ARGV[2];

my $colorfile="/export/SVG/isotypes.txt";
# The color file contains 3 tab-delimited fields :
# 1- isoacceptor
# 2- isotype
# 3- color

my %cutoff=(
    "R_WT_mean" => "1.6194",
    "R_KO_mean" => "1.8839",
    "F8H_WT_mean" => "0.6558",
    "F8H_KO_mean" => "0.5622"
);

my %color=();
my %font_color=();
open(COL,"$colorfile");
while(<COL>)
{
    chomp;
    my @field=split/\t/;
    $color{$field[0]}=$field[2];
    $color{$field[1]}=$field[2];
    $font_color{$field[1]}=$field[3];
    $font_color{$field[0]}=$field[3];
}
close(COL);

my %sample=();

my $all_max=0;
open(MAX,"grep \'tRNA\' $infile | grep -v \'Sup\' |");
while(<MAX>)

```

```

{
    chomp;
    my @field=split/\t/;
    for(my $i=1;$i<scalar(@field);$i++)
    {
        if($field[$i]>$all_max)
        {
            $all_max=$field[$i];
        }
    }
}
close(MAX);

if(!$column)
{
    print "No column selected, extracting sample names from input
file\n\n";
}

open(IN,"head -1 $infile |");
while(<IN>)
{
    chomp;
    s/ /_/g;
    s/\(/_/g;
    s/\)/_/g;
    my $i=0;
    my @field=split/\t/;
    $sample{$i}=$fields[1];
    $col{$fields[0]}=$fields[1];

    foreach my $field(@field)
    {
        $sample{$i}=$field;
        if(!$column)
        {
            print "$i\t$field\n";
        }
        $i++;
    }
}
close(IN);
if(!$column_1)
{
    print "Select the first sample column number from the above
list :\n";
    chomp($column_1 = <STDIN>);
    print "Select the second sample column number from the above
list :\n";
    chomp($column_2 = <STDIN>);
}

my $title=$sample{$column_1};

```

```
$title.="_and_".
$sample{$column_2}."_ratio_by_isotypes_sorted_by_score_same_scale";
print "$title\n";
my $cutoff_1=$cutoff{$sample{$column_1}};
my $cutoff_2=$cutoff{$sample{$column_2}};
my $gene_num=0;
my %score_1=();
my %score_2=();
my %score_ref=();
my %ratio=();
my %isotype=();
my %isoacceptor=();
my @tRNAs=();
my %isoacceptor_count=();
my %isotype_count=();
my $max_score=0;
my $min_score=0;
my @acceptors=();
my @types=();
open(IN,"grep \'tRNA\' $infile | grep -v \'Sup\' |");
open(OUT,">$title.tmp");
while(<IN>)
{
    s/tRNA//;
    s/\-\\|\\/;/;
    s/+\\|\\/;/;
    s/(e\\)/;/;
    chomp;
    my @field=split/\\t/;
    my @name=split/\\|/, $field[0];
    my @type=split/_/, $name[1];
#
if(($field[$column_1]<=$cutoff_1)&&($field[$column_2]<=$cutoff_2))
# {
#     $field[$column_1]=0;
#     $field[$column_2]=0;
# }
if($field[$column_1]<0)
{
    $field[$column_1]=0;
}
if($field[$column_2]<0)
{
    $field[$column_2]=0;
}
my $rat=$field[$column_2]-$field[$column_1];
$gene_num++;
print OUT
("$name[0]\\t$type[2]\\t$type[3]\\t$field[$column_1]\\t$field[$column_2]
\\t$rat\\t$field[2]\\n");
}
close(IN);
close(OUT);
```

```

my %code=();
my %count_by_type=();
my %count_by_iso=();

open(TMP,"$title.tmp");
while(<TMP>)
{
    chomp;
    my @field=split/\t/;
    push(@tRNAs,$field[0]);
    if(!$code{$field[1]}{$field[2]})
    {
        $count_by_iso{$field[2]}++;
        $code{$field[1]}{$field[2]}=1;
    }
    if(!$isoacceptor_count{$field[2]})
    {
        $isoacceptor_count{$field[2]}=1;
        push(@acceptors,$field[2]);
    }
    else
    {
        $isoacceptor_count{$field[2]}++;
    }
    if(!$isotype_count{$field[1]})
    {
        $isotype_count{$field[1]}=1;
        push(@types,$field[1]);
    }
    else
    {
        $isotype_count{$field[1]}++;
    }
    $score_1{$field[1]}+=$field[3];
    $score_2{$field[1]}+=$field[4];
    $ratio{$field[1]}+=$field[5];
    $score_ref{$field[1]}+=$field[6];
    if($ratio{$field[1]}<$min_score)
    {
        $min_score=$ratio{$field[1]};
    }
    if($ratio{$field[1]}>$max_score)
    {
        $max_score=$ratio{$field[1]};
    }
}
close(TMP);
open(OUT,">$title\_by_type.tmp");
foreach my $type(@types)
{
    my $mean_score=int(($score_1{$type}+$score_2{$type}))/2);
    print OUT ("{$type}\t$score_1{$type}\t$score_2{$type}
\t$mean_score\t$score_ref{$type}\n");
}

```

```

close(OUT);

$max_score=45.5;
system("sort -t \"\t\" -k 5,5nr $title\_by\_type.tmp >
$title\_by\_type.txt");
my @types=();
open(TYPES,"$title\_by\_type.txt");
while(<TYPES>)
{
    chomp;
    my @f=split/\t/;
    push(@types,$f[0]);
}
close(TYPES);
open(OUT,">$title.svg");
print "ALL max $all_max\nMAX score $max_score\nMIN score
$min_score\n";
print OUT ("    <!DOCTYPE HTML>\n<html xmlns=\"http://www.w3.org/
1999/xhtml\"><head>\n <title>$title pie chart</title>\n<style
type=\"text/css\" media=\"screen\">\n<svg {display:block; border:2px
solid #00c; position:relative;\ntop:0%; left:0%; width:100%; height:
100%; background:#fff;\n}\n</style>\n</head><body>\n<svg
width=\"1200\" height=\"1200\" viewBox=\"0 0 1200
1200\" \nxmlns=\"http://www.w3.org/2000/svg\" version=\"1.1\">\n");
my $angle_sum=0;
my $rad_angle_sum=0;
my $c=360;
my $type_num=scalar(@types);
my $total_length=abs($min_score)+0.6+abs($max_score);
foreach my $type(@types)
{
    my $split_val=(360/$type_num);
    $c-=$split_val;
    print "$type\t$count_by_type{$type}\n";
    my $type_angle = atan2(1,1) * $split_val / 45;
    my $text_angle=6.283185307-($rad_angle_sum+($type_angle/
2));
    my $length=460;
    my $length_1=450;
    my $textlength=480;
    my $x_textpos=(cos($text_angle) * $textlength)+600;
    my $y_textpos=(sin($text_angle) * $textlength)+600;
    my $first_line=$length-$length_1;
    my $start_pos=600+$length_1;
    my $xpos_2=(cos($type_angle) * $length)-$length;
    my $ypos_2=sin($type_angle) * $length;
    my $xpos_1=(cos($type_angle) * $length_1);
    my $ypos_1=sin($type_angle) * $length_1;
    my $xfinal=$length_1-$xpos_1;
    my $yfinal=0-$ypos_1;
    $xpos_1=$xpos_1-$xpos_2-$length;
    $ypos_1=$ypos_1-$ypos_2;
    my $first_turn=0;
    my $sec_turn=1;

```

```

        if($ypos_1<0)
        {
            $first_turn=1;
        }
        if($ypos_2>0)
        {
            $sec_turn=0;
        }
        my $rotation=$c;
        my $anchor="start";
        if(($c>90)&&($c<270))
        {
            $rotation=$c-180;
            $anchor="end";
        }
        print OUT("<path id= \"$type\" d=\"M $start_pos,600 l
        $first_line,0 a$length,$length 0 0,$first_turn $xpos_2,$ypos_2 l
        $xpos_1,$ypos_1 a$length_1,$length_1 0 0,$sec_turn $xfinal,$yfinal
        z\" stroke=\"black\" stroke-width=\"1\" fill=\"$color{$type}\"
        transform=\"rotate($c 600 600)\"/>\n");
        print OUT("<text x=\"$x_textpos\" y=\"$y_textpos\"
        style=\"text-anchor: $anchor;font-family: Times New Roman;\"
        fill=\"black\" transform=\"rotate($rotation $x_textpos,$y_textpos)
        \">>$type</text>\n");
        #      print
        "$x_textpos\t$y_textpos\t$c\t$rotation\t$text_angle\t$split_val\t$type
        pe\n";
        $rad_angle_sum+=$type_angle;
    }

#my $rad_angle_sum=0;
#$c=360;
#
#foreach my $acceptor(@acceptors)
#{
#    my $split_val=360/$acceptor_num;
#    $c-=$split_val;
#    my $acceptor_angle = atan2(1,1) * $split_val / 45;
#    my $text_angle=6.283185307-($rad_angle_sum+
    ($acceptor_angle/2));
#    my $length=445;
#    my $length_1=405;
#    my $textlength=410;
#    my $x_textpos=(cos($text_angle) * $textlength)+600;
#    my $y_textpos=(sin($text_angle) * $textlength)+600;
#    my $first_line=$length-$length_1;
#    my $start_pos=600+$length_1;
#    my $xpos_2=(cos($acceptor_angle) * $length)-$length;
#    my $ypos_2=sin($acceptor_angle) * $length;
#    my $xpos_1=(cos($acceptor_angle) * $length_1);
#    my $ypos_1=sin($acceptor_angle) * $length_1;
#    my $xfinal=$length_1-$xpos_1;
#    my $yfinal=0-$ypos_1;
#    $xpos_1=$xpos_1-$xpos_2-$length;

```

```

#       $ypos_1=$ypos_1-$ypos_2;
#       my $first_turn=0;
#       my $sec_turn=1;
#       if($ypos_1<0)
#       {
#           $first_turn=1;
#       }
#       if($ypos_2>0)
#       {
#           $sec_turn=0;
#       }
#       my $rotation=$c;
#       my $anchor="start";
#       if(($c>90)&&($c<270))
#       {
#           $rotation=$c-180;
#           $anchor="end";
#       }
#       print OUT ("<path id= \"\$acceptor\" d=\"M $start_pos,600 l
$first_line,0 a$length,$length 0 0,$first_turn $xpos_2,$ypos_2 l
$xpos_1,$ypos_1 a$length_1,$length_1 0 0,$sec_turn $xfinal,$yfinal
z\" stroke=\"grey\" stroke-width=\"1\" fill=\"\$color{$acceptor}\"
transform=\"rotate($c 600 600)\" \/>\n");
#
#       print OUT ("<text x=\"\$x_textpos\" y=\"\$y_textpos\"
style=\"text-anchor: $anchor;font-family: Times New Roman;font-size:
10px;fill :\$font_color{$acceptor}\" fill=\"black\"
transform=\"rotate($rotation $x_textpos,$y_textpos)\">$acceptor</
text>\n");
##       print OUT ("<text x=\"\$x_textpos\" y=\"\$y_textpos\"
textLength=\"30\" font-weight=\"1\" style=\"text-anchor: $anchor;
stroke : $fontcolor; font-weight : 1;font-family: Times New
Roman;font-size:1\" transform=\"rotate($rotation $x_textpos,
$y_textpos)\">$acceptor</text>\n");
#       $rad_angle_sum+=$acceptor_angle;
#}
#
my $angle = atan2(1,1) * (360/$type_num) / 45;
my $degree_angle=360/$type_num;
$c = 360;

my $count=0;
my $circle_r=((abs(int($min_score)-0.6)/$total_length)*400);
my $zero_pos=$circle_r+600;
my $zero_xpos=$zero_pos+((cos($angle) * $circle_r)-$circle_r);
my $zero_ypos=600+(sin($angle) * $circle_r);
print "$zero_pos\t$zero_xpos\t$zero_ypos\t$max_score\t$min_score\n";
print OUT ("<circle cx=\"600\" cy=\"600\" r=\"\$circle_r\"
fill=\"none\" stroke=\"black\" stroke-width=\"1\"/>\n");

### Scores ###
print "Ratios\n";
foreach my $type(@types)
{

```

```

$count++;
$c -= $degree_angle;
my $length_1= (($ratio{$type})/$total_length)*400;
print "$ratio{$type}\n";
my $xpos_1=((cos($angle) * $length_1)-$length_1);
my $ypos_1=(sin($angle) * $length_1);
if($ratio{$type}<0)
{
    print OUT("<path id= \"\$trna\" d=\"M $zero_pos,600 l
$length_1,0 a$length_1,$length_1 0 0,0 $ypos_1,$xpos_1 L $zero_xpos,
$zero_ypos z\" style=\"stroke:$color{$type};fill-opacity:
0.8;stroke-width:0.2;fill:$color{$type}\" transform=\"rotate($c 600
600)\"/>\n");
}
else
{
    my $xpos_1=(cos($angle) * $length_1)-$length_1;
    my $ypos_1=sin($angle) * $length_1;
    print OUT("<path id= \"\$trna\" d=\"M $zero_pos,600 l
$length_1,0 a$length_1,$length_1 0 0,1 $xpos_1,$ypos_1 L $zero_xpos,
$zero_ypos z\" style=\"stroke:$color{$type};fill-opacity:
0.8;stroke-width:0.2;fill:$color{$type}\" transform=\"rotate($c 600
600)\"/>\n");
}
}
my $step=int(($max_score-$min_score)/5);
print OUT("<path d=\"M 600,600 l 0 -400\"
style=\"stroke:rgb(0,0,0);stroke-width:1\" />\n");
for(my $i=0;$i<$max_score;$i+=$step)
{
    my $length=($i/$total_length)*400;
    my $tick_pos=600-$circle_r-$length;
#    if($i<=0)
#    {
#        $tick_pos=600-$circle_r+$length;
#    }
    my $j=$i-int($i);
    if(($i<0)||(($i>=1)&&($j==0)))
    {
        my $ray=$circle_r+$length;
        print "$i\t$j\t$length\n";
        print OUT("<circle cx=\"600\" cy=\"600\" r=\"\$ray\"
fill=\"none\" stroke=\"grey\" stroke-width=\"0.5\"/>\n");
    }
    print OUT("<path d=\"M 596 $tick_pos l 8 0\"
style=\"stroke:rgb(0,0,0);stroke-width:1\" />\n");
    print OUT("<text x=\"602\" y=\"\$tick_pos\" fill=\"black\"
style=\"text-anchor: start; stroke : #000000; font-size: 12px;font-
style: Times New Roman;text-length : 30;fill: none;\">$i</text>\n");
}
print OUT("<text x=\"600\" y=\"50\" fill=\"black\" style=\"text-
anchor: middle; stroke : #000000; font-size: 30px;text-length :
30;fill: grey;\">$title</text>\n");

```

```
print OUT ("</svg>\n");  
print OUT ("\n</body></html>\n");  
close(OUT);  
#system("/bin/rm $title.tmp $title.txt");
```

How the deposited data were processed for this re-analysis (not part of the article)

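Total RNA was sequenced from the livers of 7 WT and 5 *Maf1*-/- mice, fasted overnight and refed for 4 h, 1 library per mouse. The livers were perfused, and the library kit was for removal of ribosomal and globin RNA. The authors trimmed the reads with cutadapt 1.8, removed those of ribosomal RNA and of low complexity, aligned them with STAR 2.5.2b to the mouse genome (GRCm38) and counted them per gene with htseq-count 0.6.1, and scaled the libraries with TMM and selected expressed genes with voom. For their tests they added RUVSeq factors, whose kind and number are not given in the text of the paper. The table analysed here holds the log2 values made by the authors, 1 per library for 13304 genes. Its label reads RPKM, but 100% of the values return whole reads (within 0.001 of a read) plus 0.5 over a scaled library size, so they are log2 counts per scaled library size, and the plan written before had taken them for log2 RPKM. The depths are given beside the first values. As a measure of precision, *Gm35339* at a mean log2 value of 0.42 in WT rests on 31 to 80 reads.

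Genes were compared with limma 3.58.1 in R 4.3.3, *Maf1*-/- against WT, with empirical Bayes variances without trend, and p adjusted by Benjamini and Hochberg over all genes. Genes were counted as passing at an adjusted p under 0.01 and an absolute log2 fold change above 0.5, as in the paper, and stricter at 0.001. Exact p values go over all 792 divisions of the libraries. The effect of 30 planned and 22 added settings is given in the closing section. Unwanted variation was modelled with singular vectors of the residuals or of 1000 control genes. The control genes were those with the largest p for genotype in the fit without factors. They were picked from the same values and are no independent controls. For the GC and length correction, a loess trend (span 0.4) on GC content and gene length was removed from each library, for the 93.8% of genes with both, taken from the exons of the NCBIM37 (mm9) annotation joined by gene identifier, without use of coordinates across builds.

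The 34 gene lists were fixed before the deposited values were read. They cover functions that the paper discusses, the metabolism and cell types of the liver, sex and the genes beside *Maf1*. Values of genes in Tables S6 and S7 had been seen by then and some members are the study's own, so the lists are not independent of it. Each list was tested with camera (preset correlation 0.01, adjusted p under 0.05), with an estimated correlation and with fry. Genes named are *Maf1*, *Gm35339*, those named by the paper, and up to 4 per list with the smallest p; *Rpph1*, *Rmrp*, *Rny3* and *Vaultrc5* were chosen after their values were seen. Some genes that this rule names are not reported here. The fit was tested on simulated data with 200 changed genes of 13304 and a spread drawn for each gene independently of the others. At the full spread of the libraries 69% of genes changed by 1 log2 unit and 95% of those changed by 2 were found, with 0 false calls. The real libraries share a structure across genes, with 45.5% of the variance on the first principal component. These rates therefore need not hold for them. With the GC trend of the libraries added and the spread of single genes at 1/3, 411 false calls were made with 1 factor, 4 without and 0 after the correction.

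Table S6 was used for its 937 genes, of which 37 were not matched by Ensembl identifier, and the first 1999 genes of its longer sheet. The rest of that sheet and the GO terms of Table S7 are not analysed here. The scores of 671 pol III loci (mm9) were made by the authors as 1 value per group in a way that is not stated; the test planned for them was not run, and their values are given without a test. ChIP-seq, polysome and ribosome profiling data are not analysed here.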

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

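The tests of the genes that passed with 1 residual factor, of the gene lists against other divisions and of WT 2 were chosen after the results were seen, the others before.

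Of 32 groups of libraries compared, 8 held a value apart from its group, where about 1 in 20 would by chance. WT 2 accounts for 6: a GC slope of −0.57, *Rplp1* at 3.75, *Rpl36* at −2.90, *Rplp2* at 1.65, *Rpl18* at 3.59 and *Rps9* at 4.94. WT 1 accounts for 55787438 reads in the listed genes and *Rps26* at 7.26. Not part of any test are the pol III scores, whose sum in *Maf1*-/- over WT is 1.92.

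The first pattern is that most genes passing with 1 residual factor are lower. After correction for GC content and gene length 95 genes passed, against 1076 before, which is in line with a bias of this kind between the libraries, though the correction would also remove a true change of GC-rich genes. Median centring brought the lower share to 54.4%, which met the bound written for a difference in scaling. That bound was set aside after the value was seen, because centring itself moves the share towards balance, so a difference in scaling stays open. Centring moved the median log2 fold change over all genes from −0.025 to 0.075. Of 100 divisions into 7 and 5, the true one included, 7 gave 1076 genes or more (highest other 2328), so chance is not excluded either. Without factors 2 of 100 divisions, the true one included, gave 2 genes or more. In the true division these are *Maf1*, the deleted gene, and its neighbour *Gm35339*. The true division was thus bound to call *Maf1*, and this tally decides nothing about the pattern. The other division, with 872 genes, set WT 2 and *Maf1*-/- 2 to 5 against the rest. It points to a structure of these libraries that overlaps with genotype and was not separated from it. With 2 genes passing, the other tests without factors (1 gene after the correction, which leaves out *Gm35339*, 50% lower after centring) and that of cell types (B and plasma cell over erythroid markers by 1.04 log2, SE 0.708) decide nothing. The erythroid list was drawn up with globin genes, while the livers were perfused and the library kit was for removal of globin RNA. It is a poor measure of red cells here.

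The second pattern is WT 2, which lies with the *Maf1*-/- libraries. A swapped label does not explain it, for *Maf1* in WT 2, at 2.64, though below the other WT libraries, lies above every *Maf1*-/- library, and *Gm35339*, with 76 reads, below every one. The mean correlation of WT 2 with the other WT libraries minus that with the *Maf1*-/- libraries was −0.814 (SE 0.162), and −0.453 (SE 0.107) after correction for GC content and gene length. This measure is not the correlation of levels given with the first values, where WT 2 was at 0.960 with WT and 0.983 with *Maf1*-/- libraries. A bias in GC was to bring it above −0.407, a bound set before the value was seen, and it did not. The margin of 1 SE was added after the value was seen and turns a test against this explanation into an undecided one.

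The third pattern is that gene lists were called by camera in the true grouping. Of 100 divisions, the true one included, 82 called 6 lists or more (highest other 21), so the list results are in line with chance among these libraries.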

How the results depend on the processing

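Settings added after the values were seen are those with voom, 4 or 5 residual factors, 2 or 3 control-gene factors, GC slope, principal components, factors after correction or centring, or WT 2 left out together with another change. The number of genes that passed, 2, was 2019 with library weights, 1076 with 1 residual factor, 1276 with 2 residual factors, 1425 with 3 residual factors, 1 with replicate block or GC and length correction, 0 with replicate block and GC correction and, added, 1125 with voom weights and 1 residual factor, 95 with 1 residual factor after GC and length correction, 1096 with 1 residual factor after median centring, 2104 with 1 residual factor and WT 2 left out, 1 with GC slope as covariate, 1471 with 4 residual factors, 1522 with 5 residual factors, 4 with 2 control-gene factors, 1251 with 3 control-gene factors, 1301 with voom weights and 2 residual factors, 1449 with voom weights and 3 residual factors, 1361 with voom weights and 3 control-gene factors, 2128 with voom weights and library weights, 142 with 2 residual factors after GC and length correction, 201 with 3 residual factors after GC and length correction. At an adjusted p under 0.001 the number, 2, was 1 with quantile normalization or 1 control-gene factor or replicate block, 284 with 1 residual factor, 520 with 2 residual factors, 722 with 3 residual factors, 0 with replicate block and GC correction or GC and length correction and, added, 399 with voom weights and 1 residual factor, 0 with 1 residual factor after GC and length correction or GC and length correction and WT 2 left out or 2 residual factors after GC and length correction or 3 residual factors after GC and length correction, 238 with 1 residual factor after median centring, 891 with 1 residual factor and WT 2 left out, 1 with GC slope as covariate or 2 control-gene factors or voom weights and 2 principal components, 756 with 4 residual factors or 5 residual factors, 278 with 3 control-gene factors, 684 with voom weights and 2 residual factors, 916 with voom weights and 3 residual factors, 691 with voom weights and 3 control-gene factors, 189 with voom weights and library weights. The number of lower ribosomal protein genes, 0, was 24 with library weights, 10 with 1 residual factor, 14 with 2 residual factors, 17 with 3 residual factors and, added, 14 with voom weights and 1 residual factor, 3 with 1 residual factor after GC and length correction or 2 residual factors after GC and length correction, 9 with 1 residual factor after median centring or 3 residual factors after GC and length correction, 23 with 1 residual factor and WT 2 left out, 18 with 4 residual factors, 19 with 5 residual factors or voom weights and 2 residual factors or voom weights and 3 control-gene factors, 15 with 3 control-gene factors, 21 with voom weights and 3 residual factors, 26 with voom weights and library weights. The number of gene lists called by camera, 6, was 0 with estimated correlation and, added, 3 with GC slope as covariate or 2 residual factors after GC and length correction, 10 with voom weights and 3 residual factors or voom weights and 2 control-gene factors or voom weights and 3 control-gene factors. *Maf1*, at −4.79, lost its call at −4.73 with replicate block, −4.47 with replicate block and GC correction and, added, −4.77 with GC slope as covariate. The median log2 fold change of the Table S6 genes, −0.60, was −0.17 with replicate block and GC correction, −0.18 with GC and length correction and, added, −0.18 with 1 residual factor after GC and length correction or 2 residual factors after GC and length correction or 3 residual factors after GC and length correction, −0.22 with GC and length correction and WT 2 left out, −0.0108 with GC slope as covariate, −0.00473 with voom weights and 1 principal component, 0.0630 with voom weights and 2 principal components, −0.0125 with voom weights and GC slope. The share of lower genes, 50%, was 0% with replicate block, 100% with GC and length correction and, added, 0% with GC slope as covariate. By level of expression the sign turned with voom weights and 1 principal component in the highest 300 genes (0.0154) and with voom weights and 2 principal components in the lowest, middle and highest 300 (0.0678, 0.0545 and 0.0657). *Gm35339* has no GC content and was not tested with the GC and length correction, so the fall from 2 to 1 there is no lost call. The shares of 0 and 100% given above rest on 1 gene each, while with 1, 2 and 3 residual factors 84.9, 83.8 and 82.8% were lower, with library weights 72.1% and, added, with voom weights and 1 residual factor 84.2% and with 1 residual factor after median centring 54.4%. With log2(value + 1) *Maf1* was at −2.95 and *Gm35339*, at 5.20, at 4.42, and both passed. Leaving out each library in turn gave these ranges: genes that passed 2 to 904, genes at 0.001 1 to 2, the share of lower genes 50% to 76.9%, lower ribosomal protein genes 0 to 14, lists 2 to 9, the *Maf1* log2 fold change −5.28 to −4.45, that of *Gm35339* 5.10 to 5.30, the median fold change of the Table S6 genes −0.78 to −0.49. The replicate numbers are no pairs in these data: the correlations of the paired deviations were 0.23, −0.46, −0.18, −0.03, −0.07, and 0 of 5 libraries matched best with its own number. The fits with the replicate block leave out WT 6 and WT 7. The alternatives planned for the pol III loci were not run, because 1 pooled value per group is all that is used here.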

Differences from the paper's values

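The settings named here as added were chosen after the values were seen.

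The paper states 937 differentially expressed genes and 2 passed here. Of the settings chosen before the values were seen 3 come within 1.5-fold, namely 1076 with 1 residual factor (539 of the Table S6 genes, 398 dropped), 1276 with 2 residual factors (612 of the Table S6 genes, 325 dropped) and 904 without WT 2 (509 dropped), and 25 do not. Of the added settings, these do as well: 1125 with voom weights and 1 residual factor (573 of the Table S6 genes, 364 dropped), 1096 with 1 residual factor after median centring (451 of the Table S6 genes, 486 dropped), 1251 with 3 control-gene factors (589 of the Table S6 genes, 348 dropped), 1301 with voom weights and 2 residual factors (608 of the Table S6 genes, 329 dropped), 1361 with voom weights and 3 control-gene factors (618 of the Table S6 genes, 319 dropped). The paper's factors of unwanted variation are not named in kind or number, which the counts depend on.

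The paper gives 89% lower and here it is 50%, of 2 genes. With 1, 2 and 3 residual factors it is 84.9, 83.8 and 82.8%, with library weights 72.1%, without WT 2 76.9% and with the GC and length correction, where *Gm35339* was not tested, 100% of 1 gene, while the other 19 do not come near. Added settings with more than 1000 genes give 71.1 to 84.2%, apart from 1 residual factor after median centring with 54.4%, and GC correction without WT 2 gives 66.7% of 3 genes. The paper gives 204 genes at an adjusted p under 0.001 and 98% of them lower, against 2 and 50% here. Near 204 is only 1 residual factor (284) of the settings chosen before, with 89.8% lower, and of the added ones 1 residual factor after median centring (238), 3 control-gene factors (278) and voom with library weights (189), which lose 486, 348 and 313 of the 937 at 0.01. With 2 and 3 residual factors 90 and 87.4% are lower, and in no setting with more than 100 genes do as many as 98%, the added ones reaching 88.8%.

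The paper names 10 lower ribosomal protein genes and 0 passed here, with 10 at 1 residual factor, 14 at 2 and 14 without WT 2, and of the added settings 14 with voom and 1 residual factor, 15 with 3 control-gene factors, 9 with 1 residual factor after median centring and 9 with 3 residual factors after GC correction. The 10 at 1 residual factor are not the same set. *Rps26* and *Rpl41* of Table S6 stay within the fold threshold there, and *Rps4l* is not in the list counted. The distance between the distributions is about 0.09 in Fig. 4B, read by eye, and 0.143 here, coming nearer with quantile normalization, median centring, the replicate block and without WT 1, *Maf1*-/- 3 or *Maf1*-/- 4, in 6 of 26 settings. Table S6 gives −0.89 for *Rps26*, against −0.17 here, which no setting reaches. For *Gm35339* it gives 5.67, against 5.20 here and 5.30 with median centring, 5.27 with library weights, 5.28 without WT 2, 5.30 without *Maf1*-/- 3 and 5.29 without *Maf1*-/- 4. Added settings come as near or nearer, with 5.50 for voom and GC slope, 5.49 for voom and 1 principal component and 5.39 for 2 of them. Without factors *Maf1* (−4.79 against −5.40 in Table S6) and the other ribosomal protein genes reported differ from Table S6 by less than the larger of their 2 group SDs, while *Gm35339* and *Rps26* differ by more. With log2(value + 1) *Maf1* is at −2.95 (7.75-fold), past that bound, and *Rps4l* is at −0.69 with the GC and length correction and −0.66 with the replicate block as well, against −1.54.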

Other observations

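The comparison of the pol III scores with the per-library values and the immunoglobulin genes were chosen after their values were seen. The neighbours test was set before.

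Small RNA genes of pol III present a contrast between the tables. The pooled scores of 671 loci have a sum in *Maf1*-/- over WT of 1.92, and of 2.65 for tRNA genes. Some loci hold the same scores, such as *n-Te5*, *n-Te7* and *n-Te8*, each at 263 in WT and 1061 in *Maf1*-/- liver. The loci summed are therefore not independent. By northern blot in refed liver, the paper found precursor tRNAs higher and the mature tRNAs it tested unchanged. The 2 *Rn7sl* loci hold 375284 of the WT sum of 573425, and without 7SL and 7SK the ratio is 2.03. Every class of loci was higher in *Maf1*-/- liver, with 1.56 for SINEs and 1.46 for 7SK. A difference in scale between the 2 pooled values cannot be told apart from a rise. *Rpph1*, the RNA of RNase P, went from 10824 to 21646 and *Rmrp*, that of RNase MRP, from 18867 to 37580. In the per-library table they lie at −1.66 (SE 0.57, adjusted p = 0.19) and −0.55 (SE 0.59, adjusted p = 0.54), with *Rny3* at −0.63 and *Vaultrc5* at −0.78. The scores are 1 pooled value per group, so no test is possible, and which libraries they come from is not stated.

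Immunoglobulin genes were the highest of the cell type lists. *Ighg2c* lay at 1.62 (SE 0.39) with all *Maf1*-/- values above all WT values, and *Ighg2b* at 0.99 (SE 0.26), and 4 of 12 B and plasma cell genes passed adjusted over the list alone, none over all genes, with a median of 0.71. The list was not called (adjusted p = 0.12 by camera, 0.95 with an estimated correlation), and 3 genes passed with 1 factor. After the GC and length correction as well, 0 of the 10 with a GC content passed, at a median of 0.78. A different number of plasma cells in the pieces of liver is one explanation and a changed antibody response another, and the gap to the erythroid list of 1.04 (SE 0.708) does not separate them. That list was drawn up with globin genes, whose RNA the library kit was to remove. Counting plasma cells in sections of both genotypes would show whether their number differs, though not why.

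The genes beside *Maf1* were lower than other genes by camera with the preset correlation alone (adjusted p = 0.0014, 0.95 with an estimated one), and a local effect of the deletion predicts that they are lower than genes of the same GC content and level. The median of the 34 genes was −0.456, and 27.1% of 10000 sets matched in GC content and level had a median as low, so no effect beyond GC content and level is seen, apart from *Gm35339*.

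Medians of the remaining lists were, with the number at an unadjusted p under 0.05 of those measured in brackets, nucleotide synthesis and degradation 0.04 (6 of 38), urea cycle and amino acid catabolism 0.03 (4 of 28), nuclear-encoded respiratory chain −0.10 (20 of 90), mitochondrially encoded genes −0.17 (1 of 17), circadian clock 0.11 (4 of 21). Over all genes 3069 of 13304 had such a p. Hepatocyte zones were pericentral hepatocyte markers −0.07 (3 of 15), periportal hepatocyte markers −0.14 (2 of 16), acute phase genes −0.02 (1 of 23). Other cells were Kupffer cell and macrophage markers −0.09 (0 of 19), liver endothelial markers −0.02 (3 of 18), stellate cell and fibroblast markers 0.05 (6 of 19), cholangiocyte markers −0.42 (1 of 10), T and NK cell markers −0.04 (0 of 4), erythroid and neutrophil markers −0.63 (1 of 8). Sex-biased genes were male-biased liver genes and Y-linked genes 0.01 (5 of 15), female-biased liver genes and Xist 0.21 (1 of 9). Autophagy and lysosome genes had a median of −0.24 (12 of 37) and were called by camera (adjusted p = 0.011, 0.95 with an estimated correlation). After the GC and length correction their median was −0.07 and the list was at an adjusted p of 0.034 with the preset and 0.96 with the estimated correlation. No gene of these lists passed in limma without factors, over all genes or adjusted over its list alone, and several of the lists hold genes of Table S6. With 1 residual factor 12 respiratory chain and 7 autophagy genes were lower, without WT 2 and no factor 18 and 3, and with 1 residual factor after the GC and length correction 4 and 1. In each other list of this paragraph at most 4 genes passed with 1 residual factor and at most 1 after the correction as well.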
